# Integrative analysis of transcriptomics and clinical data uncovers the tumor-suppressive activity of MITF in prostate cancer

**DOI:** 10.1038/s41419-018-1096-6

**Published:** 2018-10-11

**Authors:** Lorea Valcarcel-Jimenez, Alice Macchia, Natalia Martín-Martín, Ana Rosa Cortazar, Ariane Schaub-Clerigué, Mikel Pujana-Vaquerizo, Sonia Fernández-Ruiz, Isabel Lacasa-Viscasillas, Aida Santos-Martin, Ana Loizaga-Iriarte, Miguel Unda-Urzaiz, Ivana Hermanova, Ianire Astobiza, Mariona Graupera, Julia Starkova, James Sutherland, Rosa Barrio, Ana M. Aransay, Arkaitz Carracedo, Verónica Torrano

## Abstract

The dysregulation of gene expression is an enabling hallmark of cancer. Computational analysis of transcriptomics data from human cancer specimens, complemented with exhaustive clinical annotation, provides an opportunity to identify core regulators of the tumorigenic process. Here we exploit well-annotated clinical datasets of prostate cancer for the discovery of transcriptional regulators relevant to prostate cancer. Following this rationale, we identify Microphthalmia-associated transcription factor (MITF) as a prostate tumor suppressor among a subset of transcription factors. Importantly, we further interrogate transcriptomics and clinical data to refine MITF perturbation-based empirical assays and unveil Crystallin Alpha B (CRYAB) as an unprecedented direct target of the transcription factor that is, at least in part, responsible for its tumor-suppressive activity in prostate cancer. This evidence was supported by the enhanced prognostic potential of a signature based on the concomitant alteration of MITF and CRYAB in prostate cancer patients. In sum, our study provides proof-of-concept evidence of the potential of the bioinformatics screen of publicly available cancer patient databases as discovery platforms, and demonstrates that the MITF-CRYAB axis controls prostate cancer biology.

## Introduction

Balanced integration of intracellular circuits operates within a normal cell to sustain physiological homeostasis. Alterations in some, if not all, of these circuits converge in changes on gene expression, which will eventually enable the acquisition and sustenance of the hallmarks of cancer cells^1^. This event emphasizes the importance of maintaining the transcriptional homeostasis in normal cells and places gene expression deregulation at the core of cancer research interests.

In the last decades, transcriptomics data derived from cancer specimens have become an important resource for the classification, stratification, and molecular driver identification in tumors. We and others have demonstrated that deregulation of gene expression is a key node for cancer pathogenesis and progression^2–6^. Prostate cancer (PCa) research exemplifies the effort in deciphering the genomics and transcriptomics landscape of tumors, and extremely valuable data have been generated^7–13^. In spite of the public availability of these relevant data, they are still underexploited by the scientific community to understand PCa biology. In this regard, the computational tools and dataset selection strategies to carry out these studies are a bottleneck for the cancer research field.

By combining integrated-bioinformatics screening of clinically relevant PCa datasets with in vivo and in vitro molecular biology assays, we have recently described the metastasis suppressor activity of peroxisome proliferator-activated receptor γ (PPARγ) coactivator alpha (PGC1α)^14,15^. This transcriptional coactivator is a major regulator of mitochondrial biogenesis and function, and has an inherent capacity to integrate environmental signals and cellular energetic demands. This ability empowers PGC1α to be a driver in shaping responses to metabolic stress during different physiologic and tumorigenic processes^16^. As might be expected due to its fundamental role in normal and cancer scenarios, the regulation of PGC1α expression, from the genomic to the protein level, is complex and dynamic^17^. At the level of mRNA expression, one of the well-defined direct regulators of PGC1α is the Microphthalmia-associated transcription factor (MITF)^18^.

MITF is a basic helix-loop-helix leucine zipper (bHLHZIP) transcription factor that regulates the expression of lineage commitment programs that are essential for propagation of the melanocyte lineage^19^. The existence of different MITF transcript variants is the result of both alternative splicing and promoter activation that results in the cell-type-specific expression of the different MITF isoforms (A, CX, MC, C, E, H, D, B, M, J)^20^. The melanoma-specific isoform M-MITF is the best studied isoform and, despite some controversy, its expression is generally deregulated in melanoma. Although MITF alone cannot act as a classical oncogene, it has been called a “lineage survival oncogene” for melanoma^19,21^. Importantly, the presence or absence of the M-MITF-PGC1α regulatory axis has stratification potential in melanoma and informs on the efficacy of BRAF inhibitor treatments^18,22^. Although the expression of MITF has been detected in other types of tumors different from melanoma^23,24^, its active role in the progression of these diseases, including PCa, remains unexplored.

Crystallin Alpha-B (CRYAB) is a ubiquitous small heat-shock protein that is expressed in response to a wide range of physiological and nonphysiological conditions preventing aggregations of denatured proteins. In a wide variety of tumor types CRYAB has been found to be overexpressed and associated with disease progression^25–29^ and poor prognosis^30,31^. However, in PCa and nasopharyngeal cancers, CRYAB expression is decreased^32,33^, pointing at possible tumor-suppressive activity of CRYAB in these cancer scenarios.

In the present study, by combining an exhaustive interrogation of seven publically available PCa databases with refined empirical assays, we have identified MITF as a prostate tumor suppressor. In addition, we have unveiled CRYAB as a novel direct target of the transcription factor that is, at least in part, responsible for its tumor-suppressive activity in PCa. Importantly, the tumor-suppressive role for this novel MITF-CRYAB axis is supported by the enhanced prognostic potential of a signature based on the concomitant alteration of both genes in PCa patients.

## Results

### Bioinformatics screening identifies MITF as a transcription factor altered in prostate cancer

We have recently demonstrated that the reduced expression of the transcriptional coactivator PGC1α is a causal event for metastatic PCa^14^. We sought to identify transcriptional regulators related to the alteration in PGC1α expression. We designed a bioinformatics strategy based on the analysis of 16 genes directly linked to the regulation of *PGC1A* gene^17,22,34–38^, in order to identify transcription factors that could be relevant to PCa biology. For the candidate screen we applied selection criteria based on the consistency of, first, the correlation with *PGC1A* expression and second, the expression of each individual candidate in seven publicly available PCa datasets^7,9–13^ (Fig. 1a). We selected those candidates whose expression in primary tumors correlated with *PGC1A* (*R* ≥ 0.2 and *p* value ≤ 0.05 in more than 50% of the datasets) (Supplementary Figure 1A) and was altered when compared to normal specimens. For genes exhibiting various transcript variants, the correlation analysis was initially performed using the average signal (Supplementary Figure 1A) and, when available (only Taylor dataset^11^), the correlation was confirmed in all the individual isoforms (Supplementary Table 1). The transcription factor MITF was the sole candidate that complied with the established criteria. We observed a consistent correlation between *PGC1A* and *MITF* in four out of the seven datasets analyzed (Fig. 1b and Supplementary Figure 1A). In addition, not only the mean expression but also the expression of the individual *MITF* isoforms were reduced in primary tumor  specimens when compared with the normal prostate tissue samples (Fig. 1c and Supplementary Figure 1B). Taken together, our data reveal MITF as a PGC1A-associated transcription factor that is consistently downregulated in PCa.

**Fig. 1:**
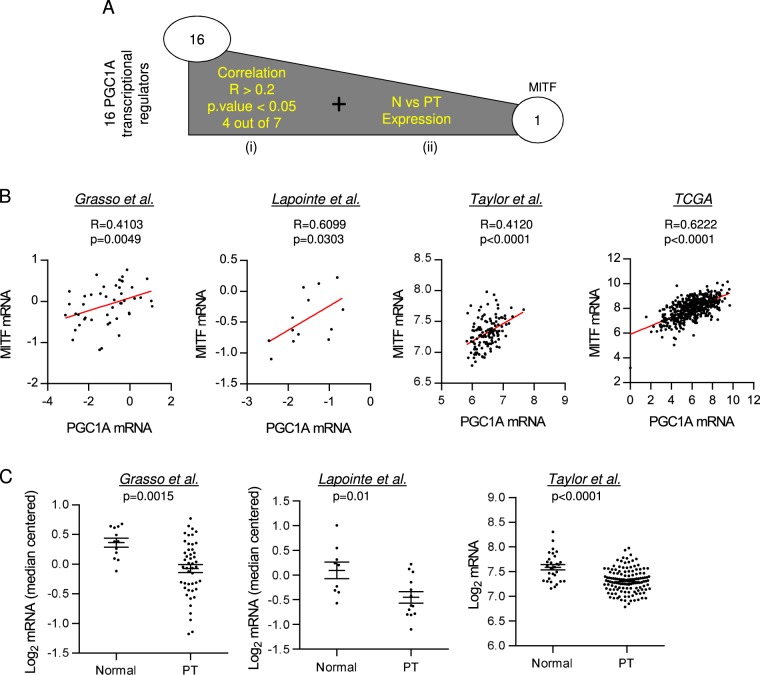
MITF expression correlates with PGC1A expression and is downregulated in PCa. **a** Schematic representation of candidate screening to mediate PGC1A downregulation in PCa. Candidate selection was performed by applying two different selection criteria based on the consistency within the datasets used (>50%): the expression of the candidate must be consistently (i) correlated with the PGC1A’s and (ii) altered in the disease. **b** Correlation analysis between PGC1A and MITF expression in primary tumor (PT) specimens of different PCa datasets (refs. ^9–11^ and TCGA provisional). Sample sizes: Grasso *n* = 45; Lapointe *n* = 13; Taylor *n* = 131 and TCGA provisional *n* = 495. **c** MITF expression in normal prostate and primary tumor (PT) specimens in different datasets^9–11^. Correlation (**b**) and expression (**c**) data from Taylor dataset corresponds to the mean signal of all isoforms of the transcripts. In (**b**) and (**c**), each dot corresponds to an individual specimen. Sample sizes: Grasso et al. (Normal, *n* = 12; PT, *n* = 45); Lapointe et al. (Normal, *n* = 9; PT, *n* = 13); Taylor et al. (Normal, *n* = 29; PT, *n* = 131). Error bars represent s.e.m. Statistic test: Spearman correlation *R* (**b**) and Mann−Whitney test (**c**). *p*, *p*- value

### MITF exhibits tumor-suppressive activity in PCa

The expression profile of *MITF* in PCa, together with its direct correlation with *PGC1A*, was suggestive of a tumor-suppressive activity of the transcription factor. We first examined the differential expression of the distinct mRNA isoforms of *MITF* in normal, PCa primary tumors, and PCa cell lines (Supplementary Fig. 2A–C). *MITFA* was the isoform predominantly expressed in the three scenarios analyzed, and we pursued the studies further with this isoform. Next, we aimed to analyze the biological consequences of ectopic expression of MITFA in PC3 PCa cells. We transduced PC3 cells with a lentiviral vector containing a doxycycline-inducible cassette for the expression of MITFA resulting in the generation of the PC3 TRIPZ-MITFA cell line. The induction of MITFA expression (Fig. 2a, b) as well as the regulation of known target genes, including *PGC1A*^14,15^ (Supplementary Fig. 2 D–E) was confirmed. We next evaluated the biological outcome of MITFA ectopic expression in PC3 cells and observed that its upregulation significantly reduced two-dimensional and anchorage-independent growth (Fig. 2c, d), with no effect of doxycycline treatment by itself^14^. In line with its known function as an inhibitor of cell cycle progression^39^, the increased expression of MITFA in PC3 cells resulted in a decrease in BrdU incorporation, a surrogate readout of proliferation (Fig. 2e).

**Fig. 2:**
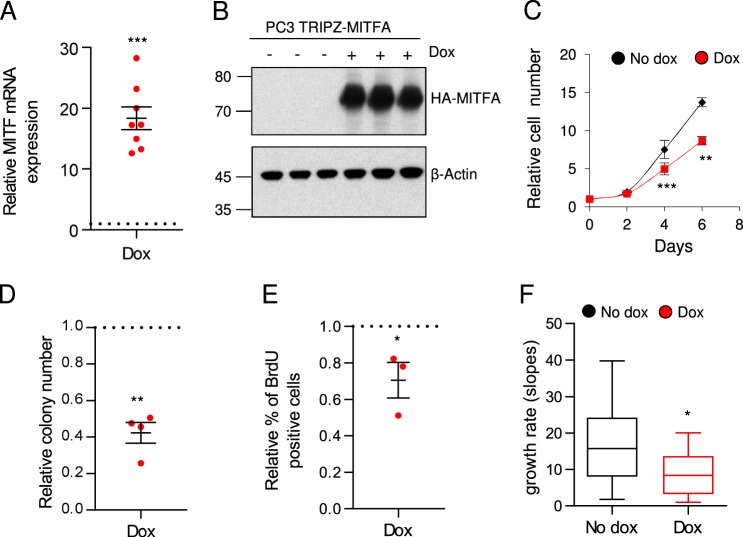
MITF exhibits tumor-suppressive activity in PC3 PCa cell line. **a**, **b** Analysis and quantification of MITF expression by qRTPCR (**a**, *n* = 8)) and western blot (**b**, representative experiment out of three independent ones) in PC3 TRIPZ-MITFA cells after treatment with 0.5 μg mL^−1^ doxycycline (Dox). **c** Relative cell number quantification by crystal violet in doxycycline-treated and nontreated PC3 TRIPZ-MITFA cells. Data are normalized to day 0. Asterisks indicate statistics of five independent experiments. One representative experiment out of five is shown. Error bars represent standard deviation. **d**, **e** Effect of MITF induction on anchorage-independent growth (**d**, soft agar; *n* = 4 independent experiments) and BrdU incorporation (**e**, *n* = 3 independent experiments). **f** Impact of MITF induction in tumor growth rate of PC3 TRIPZ-MITFA cells (*n* = 7 animals per group; 14 injections/tumors). No dox: MITFA noninduced conditions; Dox: MITFA-induced conditions. Error bars represent s.e.m. (**a**, **d**, and **e**) or minimum and maximum values (**f**). Statistic test: One-sample *t* test (**a**, **d**, and **e**) and Student’s *t* test (**c**, **f** *p < 0.05, **p < 0.01, ***p < 0.001

In order to ascertain whether the regulation of endogenous *PGC1A* (Supplementary Fig. 2E) was required for the antiproliferative effect of MITFA in PC3 cells, we aim at silencing *PGC1A* by using constitutive (pLKO) expression of short hairpins against it (Supplementary Fig. 2F). Transduction with the shRNA prevented the upregulation of *PGC1A* upon MITFA induction (Supplementary Fig. 2G) but the antiproliferative effect of the transcription factor remained unaffected (Supplementary Fig. 2H). These data suggested that the reduced proliferation induced by MITFA was not dependent on the regulation of endogenous *PGC1A* in PC3 cells.

Importantly, the overall reduction in cell proliferation induced by MITFA was confirmed in vivo. Using subcutaneous xenografts assays we observed that MITFA overexpression in PC3 cells (Supplementary Fig. 2I) led to a marked reduction in the tumor volume (Supplementary Fig. 2J) and growth rate (Fig. 2f), with no changes in angiogenesis (Supplementary Fig. 2K). Altogether these results demonstrate that MITFA isoform exhibits tumor-suppressive activity in PCa.

### Candidate screening of genes mediating the tumor-suppressive activity of MITF

In order to decipher the molecular mechanism driving the tumor-suppressive role of MITFA, we performed gene expression profiling of both doxycycline-treated and control PC3 TRIPZ-MITFA cells and identified 101 probes that showed statistically differential signal between both conditions (Supplementary Table 2; GEO Series accession number GSE114345). 

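Expression was profiled on Illumina BeadChip arrays, on which each gene is read by probes of fixed sequence, in PC3 cells, a human line from a bone metastasis of prostate cancer, that carry the doxycycline-inducible MITFA cassette. In all, 3 No dox arrays (replicates 2, 3 and 4) and 4 Dox arrays (replicates 1 to 4) were analysed. The paper gives 0.5 μg mL^−1 doxycycline for its qRTPCR and ChIP experiments and names no dose for the arrays. No array of doxycycline-treated cells without the MITFA cassette was analysed here, so doxycycline and MITFA cannot be told apart in these values. The paper states in general that n counts independent experiments, with at least 3 for work in vitro, and does not name the arrays there. No source used here says of the arrays that they came from separate cultures, so the p-values measure the spread between these arrays, which may be technical. The authors' file gives a signal intensity and a detection p-value for 47323 probes, and between 15562 and 16618 of them had a detection p-value under 0.01 on an array. From this file the background was modelled with normexp, with the negative controls inferred from the detection p-values, and the signals were quantile-normalized on the log2 scale. The 19337 probes with a detection p-value under 0.01 on at least 1 array were tested with limma, as the methods of the paper describe for the lumi-processed values. Of these probes, 15060 carry 1 gene name in the platform annotation, 2 carry several and 4275 carry none. The number of arrays limits the precision. Background correction raises the fold change of dim probes more than that of bright ones.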

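Increases of over 1.5-fold upon MITFA induction were in genes of different kinds. CRYAB, a small heat shock protein, was 2.79-fold higher. GPNMB, a membrane glycoprotein of pigment cells and macrophages, was 2.59-fold higher at a probe above background on 1 of 3 No dox arrays (1.43-fold on the authors' values), and its other probe did not pass (log2 fold change 0.64, adjusted p = 0.27). TM4SF19, a 4-transmembrane protein, was 2.35-fold higher, and a second probe (ILMN_1808325) that Supplementary Table 2 lists under the same gene was 2.52-fold higher. MYOC, which encodes the secreted protein myocilin, rose 2.13-fold (1.40-fold on the authors' values), AKR1C2, an aldo-keto reductase that acts on steroids, 1.94-fold (1.33-fold), and CEMIP (KIAA1199), a protein of hyaluronan breakdown, 1.71-fold. GDF15, a stress-induced secreted factor of the TGF-β family, rose 1.69-fold. In all, 26 of the 19337 probes were higher and 0 were lower in Dox than in No dox at an adjusted p under 0.05 from limma (1643 had an unadjusted p under 0.05, 869 of them higher and 774 lower). The 26 probes carry 23 gene names, and in all 26 the groups did not overlap, a separation in either direction that 9.30% of all tested probes show and that chance gives for 5.71%. The smaller increases included IFIT3, an interferon-induced gene (log2 fold change 0.71, adjusted p = 0.0063 from limma). The other IFIT3 probe had 0.16 (adjusted p = 0.61). CFB, which encodes complement factor B (0.66, adjusted p = 0.010), and RGS4, a regulator of G protein signaling (0.59, adjusted p = 0.048), rose as well. On the authors' values the log2 fold changes were 0.33 for IFIT3, 0.24 for CFB and 0.41 for RGS4. The 1 tested probe named MITF had a log2 signal of 6.82 ± 0.11 (SD, n = 3) in No dox and 6.76 ± 0.12 (SD, n = 4) in Dox, with an adjusted p of 0.90 from limma. Whether this probe reads the MITFA sequence of the cassette is not given in the sources used here, so it does not check the induction. On the authors' processed values the same limma fit called 76 probes higher and 25 lower, and all 26 probes were among them. With an intensity trend in limma it called 93 higher and 39 lower, and with 1 array left out between 12 and 18 in all.

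**Figure D1:**
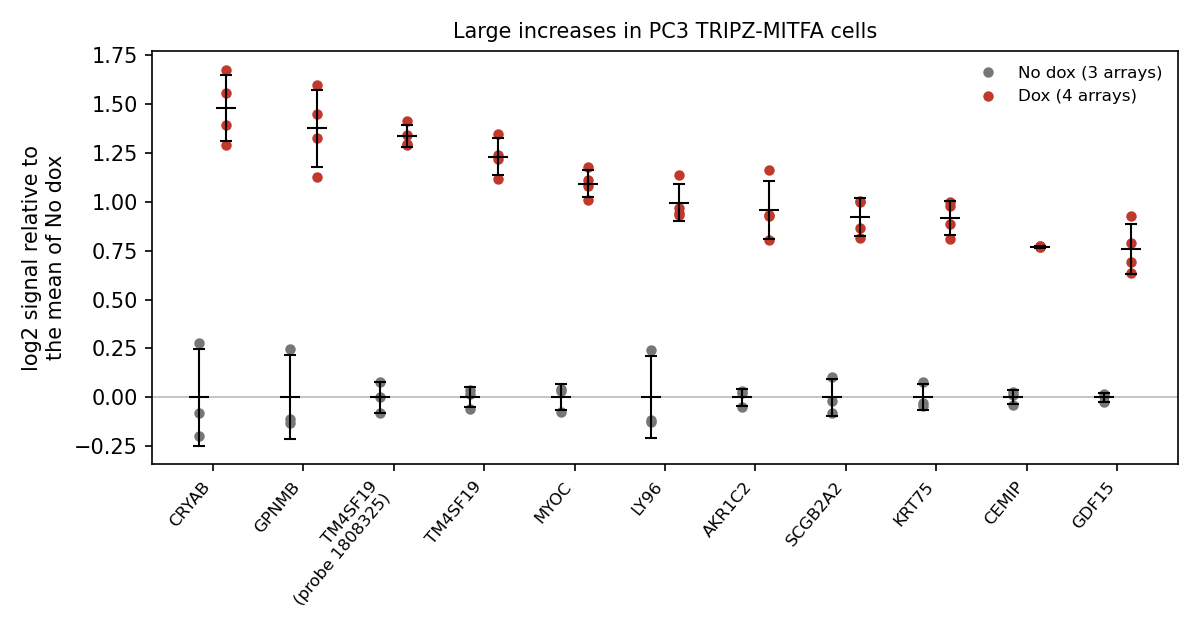
Log2 signal of 11 probes with large increases, relative to the mean of the No dox arrays. Grey points are the 3 No dox arrays and red points the 4 Dox arrays, with the mean and the SD as black bars, and every Dox array lies above every No dox array.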

We first performed a gene enrichment analysis using the functional enrichment tool contained in CANCERTOOL^40^ with those genes that displayed upregulated expression (76 genes) upon MITFA overexpression (Fig. 3a and Supplementary Table 3), as the number of downregulated genes (25) was not sufficient to obtain any gene enrichment. 

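Of 37 measured genes that respond to type I interferon, 28 had a log2 fold change above 0 in the Dox cells, with a median of 0.10. As a group they passed camera with a preset correlation between genes (adjusted p = 1.0e-05) and did not with an estimated correlation (adjusted p = 0.22) or with fry (adjusted p = 0.058). IFIT3 rose at the adjusted threshold over all probes, and 5 genes passed when adjusted over the list alone, with log2 fold changes of 0.40 for IFITM1, 0.36 for IFIT2, 0.37 for IRF9, a part of the interferon-activated transcription factor ISGF3, and 0.80 for IFI27. Histone genes moved apart: 19 of 30 were above 0, and the median was 0.17. H2AC19 (log2 fold change 0.53, adjusted p = 0.032 from limma) and H2BC21 (0.50, adjusted p = 0.048) rose over all probes. H2AC19 lost the call in 8 of 18 alternatives and H2BC21 in 11 of 18. When adjusted over the list alone, 6 histone genes were higher and 1, H4C3 (−0.25), was lower. Histone copies are close in sequence, and probes for them may share signal. Of 21 genes of the NRF2 and aldo-keto reductase list, AKR1C2 rose (log2 fold change 0.96), and AKR1C3, which converts steroids as well, passed over the list alone (0.51), while the list as a whole did not pass (median −0.01, mean 0.06, adjusted p = 0.83 from camera). The interferon and histone lists follow categories that the study found on these cells, so their counts are not independent evidence. Camera, which compares a list with all other genes, gave the histone list an adjusted p of 0.0027 with the preset correlation. With an estimated correlation it gave 0.24, and fry, which tests a list against no change, gave 0.059. A one-sided Fisher exact test of the called members gave an adjusted p of 0.034 for the histone list, from 2 called genes. For the interferon list it gave 0.19. The lists were also tested without the genes named in Supplementary Table 3 and in the legible rows of Supplementary Table 2. The adjusted p from camera with the preset correlation was then 0.0061 for the interferon list and 0.83 for the histone list. Those genes were named because they rose, while the lower H4C3 stayed in. The loss of the histone call was thus favored in advance and says little about the other histone genes.

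**Figure D2:**
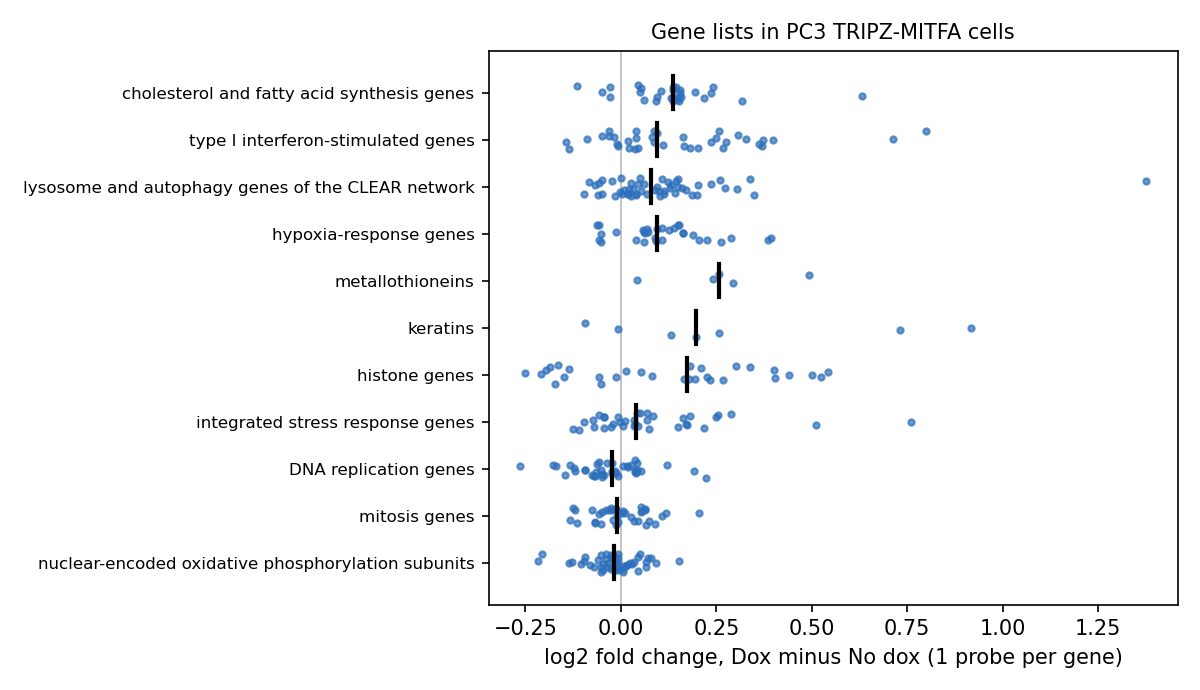
Log2 fold change of the measured genes of 11 gene lists, Dox minus No dox, with 1 probe per gene. Points are genes and black lines are medians, from 0.26 for metallothioneins to −0.02 for DNA replication genes.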

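Among the 25 probes lower on the authors' processed values, chosen here after those values were seen, the largest decreases of probes with a gene name were in MSMP, a secreted microseminoprotein (log2 fold change −0.48), PI3, the protease inhibitor elafin (−0.43), and TNFAIP6, a hyaluronan-binding protein induced by TNF (−0.35). YY1, a zinc finger transcription factor, and CBX5, the heterochromatin protein HP1α, were lower by smaller amounts (−0.25 and −0.26). Their adjusted p-values from limma on these values were 0.014, 0.0039, 0.0071, 0.014 and 0.014. With background correction of the same arrays, all 25 had a log2 fold change below 0 and none passed the adjusted threshold. The 76 probes higher on the authors' values carry 63 different gene names, and 52 of the 57 genes in Supplementary Table 3 were among them.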

Next, we aimed at identifying potential MITFA effectors of relevance in human PCa. To this end, we established a threshold of 1.5-fold change over MITFA noninduced cells, which resulted in eight probes (corresponding to six annotated genes) upregulated upon the induction of the transcription factor (Supplementary Table 2; yellow bold highlighted). 

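On the authors' processed values, 8 probes passed the 1.5-fold threshold on the authors' processed values. Among them were 2 probes of TM4SF19 and the probes of CRYAB, GDF15, CEMIP (KIAA1199), KRT75, a keratin of hair follicles, and UPP1, an enzyme that splits uridine. With background correction, which raised their fold changes, all 8 stayed over 1.5-fold and were called, and 19 probes passed in all. Both sets of values come from the same arrays, so this is no independent check. CRYAB had a log2 signal of 6.90 ± 0.25 (SD, n = 3) in No dox and 8.38 ± 0.17 (SD, n = 4) in Dox, a log2 fold change of 1.48 (95% CI 1.19 to 1.76, adjusted p = 0.0012 from limma). All 4 Dox arrays lay above all 3 No dox arrays for CRYAB (exact two-sided permutation test, p = 0.029, the smallest that 35 splits allow). KRT75 had a log2 fold change of 0.92 and UPP1 of 0.69, with adjusted p-values of 0.00098 and 0.0059 from limma. The further probes over the threshold included MYOC, GPNMB, AKR1C2 and LY96, the co-receptor of TLR4. LY96 and SCGB2A2, which encodes mammaglobin A, were not above background on any No dox array. With background correction and the lowest detected signal of each array as the floor, they were at least 1.62-fold and 1.38-fold higher in Dox, so SCGB2A2, counted among the 19 from its undetected signal, is not shown to pass 1.5-fold. On the authors' values LY96 was 1.27-fold and SCGB2A2 1.26-fold higher. In the fit with background correction, a test against the 1.5-fold threshold itself (limma treat) passed 3 probes, the 2 of TM4SF19 among them and CRYAB not. This test is adjusted over all 19337 probes, while the 95% CI of CRYAB, which lies above 1.5-fold, is not adjusted. From the probes over the threshold, the paper took 6 genes forward to correlation with MITF in patient specimens, and it concludes from these together with its other experiments that CRYAB is the best candidate to mediate the activity of MITFA.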

We next performed correlation analysis between *MITF* and each of the six differentially expressed genes obtained from the microarray (Fig. 3a and Supplementary Figure 3A). The correlation analysis in PCa primary tumor specimens showed that a single gene, *Crystallin Alpha B (CRYAB)*, had a consistent correlation (in more than 50% of datasets) with *MITF*, both the mean of isoforms (Fig. 3b and Supplementary Figure 3A) and the individual isoform A (Supplementary Table 4). The *MITF−CRYAB* correlation was confirmed using an independent cohort of PCa patients from a local hospital (Basurto cohort, Supplementary Figure 3A). Moreover, the expression of CRYAB either at the level of mRNA (from public datasets and Basurto cohort) and protein (from Basurto cohort) was consistently downregulated through the progression of the disease (Fig. 3c, d and Supplementary Figure 3B–D), supporting the association of MITF and CRYAB expression in PCa.

**Fig. 3:**
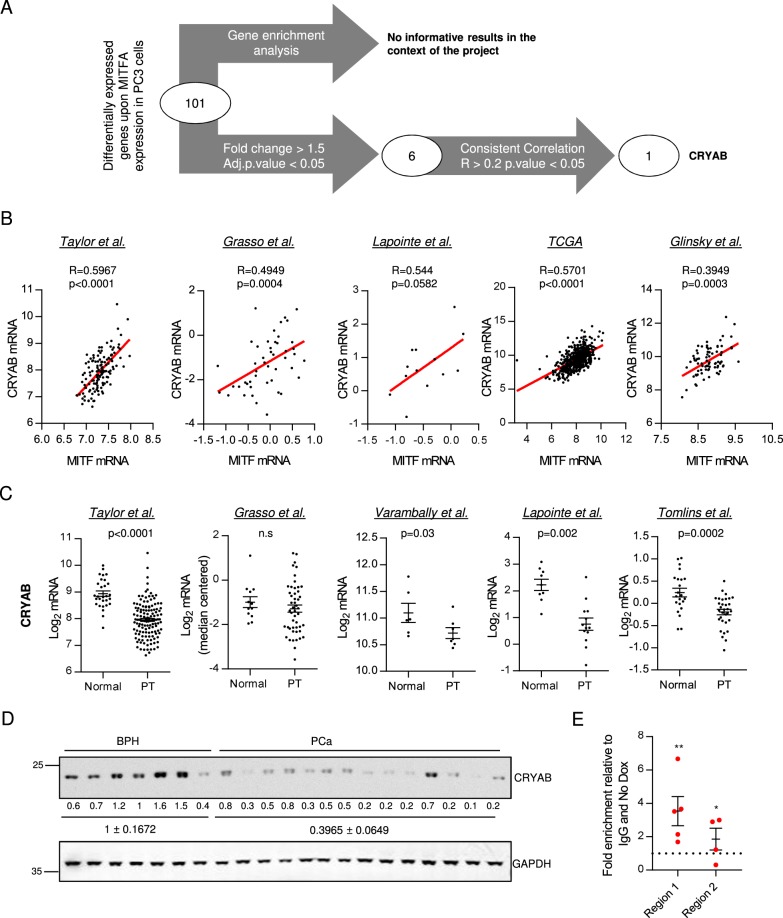
CRYAB is the candidate to mediate its tumor-suppressive activity in PCa. **a** Workflow of the candidate screening. **b** Correlation analysis between MITF and CRYAB expression in primary tumor (PT) specimens of different PCa datasets. Sample sizes: Taylor, *n* = 131; Grasso, *n* = 49; Lapointe, *n* = 13; TCGA provisional data, *n* = 495; and Glinsky, *n* = 78. **c** CRYAB expression in normal prostate and primary tumor (PT) specimens in different PCa datasets^9–13^. Sample sizes: Taylor (N, *n* = 29; PT, *n* = 130); Grasso (N, *n* = 12; PT, *n* = 49); Varambally (N, *n* = 6; PT, *n* = 7); Lapointe et al. (N, *n* = 9; PT, *n* = 13), and Tomlins (N, *n* = 22; PT, *n* = 32). Data from Taylor dataset correspond to the mean signal of all isoforms of the transcripts. In (**b**) and (**c**), each dot corresponds to an individual specimen. **d** Western blot analysis of CRYAB expression in benign prostatic hyperplasia (BPH) and PCa specimens from Basurto University Hospital cohort (BPH *n* = 7 patient specimens; PCa *n* = 14 patient specimens). **e** Chromatin immunoprecipitation (ChIP) of exogenous MITF on CRYAB promoter in PC3 TRIPZ-MITFA cells after induction with 0.5 µg mL^−1^ doxycycline for 3 days (*n* = 4–5). Binding to ANGPT4 was used as a negative control. Final data were normalized to IgG (negative-immunoprecipitation control) and to No dox condition. No dox: MITFA noninduced conditions; Dox: MITFA-induced conditions. Statistic tests: Spearman correlation (**b**); Mann−Whitney test (**c**); one-sample *t* test (**e**); Error bars represent s.e.m. *p < 0.05, **p < 0.01

The regulation of CRYAB expression by MITFA was further validated in vitro by western blot and quantitative real-time PCR (qRTPCR) in doxycycline-treated PC3 TRIPZ-MITFA cell lines and in vivo by qRTPCR in the xenograft samples (Supplementary Figure 3E–G). MITF is a transcription factor that regulates gene expression through the DNA binding to E-boxes (Myc-binding sites)^19^. In order to confirm the direct regulation of *CRYAB* expression by MITFA, we screened the promoter of the chaperon and performed chromatin immunoprecipitation assays in two Myc-binding sites (UCSC-Genome browser; Supplementary Figure 3H). As predicted, upon doxycycline treatment we detected differential binding of MITFA in both regions of *CRYAB* promoter (Fig. 3e).

Taken together, these data presented *CRYAB* as a direct target of MITFA and the best candidate to mediate its tumor-suppressive activity in PCa.

### CRYAB mediates the tumor-suppressive activity of MITF in PCa

We next studied the functional relevance of CRYAB for the tumor-suppressive activity of MITFA in PCa. Towards this aim, we constitutively silenced the expression of *CRYAB* by RNAi using two independent short hairpin RNA (sh#1 and sh#2) in PC3 TRIPZ-MITFA cells. After validating that RNAi was achieved (Fig. 4a and Supplementary Figure 4A–C) the tumor-suppressive activity of MITFA was monitored in control and *CRYAB*-silenced conditions (PC3 TRIPZ-MITFA scr, sh#1 or sh#2 cell lines). *CRYAB* silencing blunted the antiproliferative effects of MITFA in vitro in two-dimensional and anchorage-independent growth when compared with scramble shRNA (Fig. 4b, c). Moreover, the reduction in BrdU induced by MITFA was prevented when *CRYAB* was silenced (Fig. 4d). Importantly, the requirement of CRYAB for the tumor-suppressive activity of MITFA was corroborated in vivo (Fig. 4e and Supplementary Figure 4D–F). The in vitro and in vivo data demonstrate that the induction of CRYAB is a major effector involved in the tumor-suppressive activity of the transcription factor MITF in PCa.

**Fig. 4:**
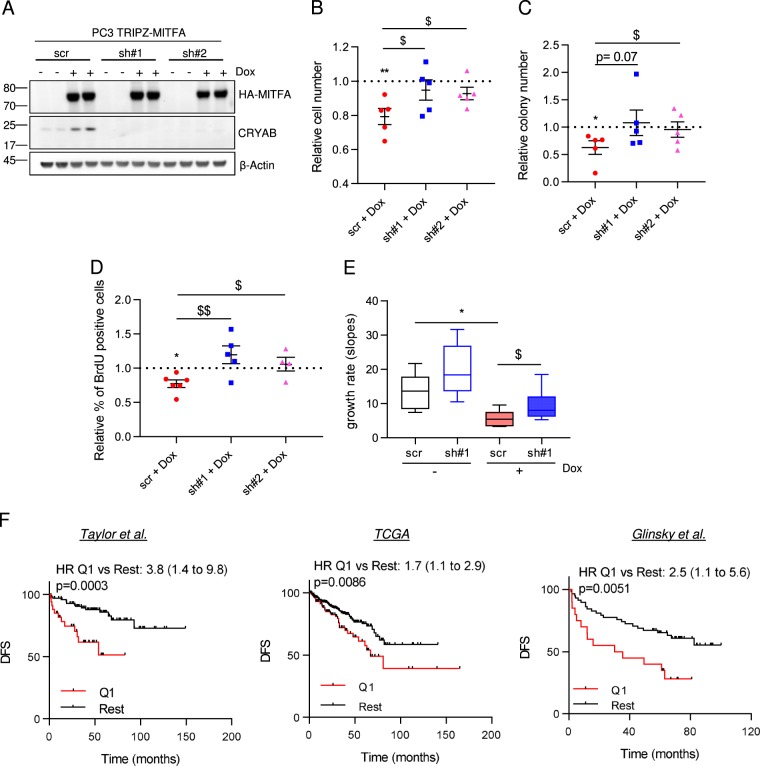
CRYAB mediates the tumor-suppressor activity of MITF. **a** Analysis of MITFA and CRYAB protein expression in doxycycline-treated PC3 TRIPZ-MITFA cells transduced with shScramble (scr) or two independent shCRYAB (sh#1 and#2) (one representative experiment with technical duplicates is shown; similar results were obtained in three independent experiments). **b** Relative cell number quantification by crystal violet in doxycycline-treated and nontreated PC3 TRIPZ-MITFA cells, in the presence (scr) or absence (sh#1, 2) of CRYAB (*n* = 5 independent experiments). Data are normalized to day 0 and represented as cell number at day 6 relative to No Dox condition (depicted by a dotted line). **c**, **d** Effect of CRYAB silencing on anchorage-independent growth (**c**, soft agar; *n* = 4 independent experiments) and BrdU incorporation (**d**, *n* = 3 independent experiments) in PC3 TRIPZ-MITFA cells after treatment with 0.5 μg mL^−1^ doxycycline. **e** Impact of CRYAB silencing on tumor growth rate of MITF-induced cells (*n* = 10 animals per group-scr or sh#1; 2 injections per mice (scr No dox, *n* = 10 tumors; sh#1 No dox, *n* = 8 tumors; scr Dox, *n* = 6 tumors; sh#1 Dox, *n* = 11 tumors). **f** Association of the mean signal of MITF and CRYAB with disease-free survival (DFS) in three PCa datasets (Q1: first quartile distribution; rest: second, third, and fourth quartile distribution. Sample sizes: Taylor, primary tumors *n* = 131; TCGA provisional data primary tumors *n* = 490; Glinsky, primary tumors *n* = 78. No dox: MITFA noninduced conditions; Dox: MITFA-induced conditions. HR: hazard ratio. Statistic tests: One-sample *t* test (**b**, **c** and **d**—No dox vs Dox conditions); Unpaired Student’s *t* test (*t*) (**b**, **c** and **d**—Dox-treated scr vs Dox-treated sh#1/2); Log-rank (Mantel–Cox) test (**f**). Error bars represent s.e.m. */$*p* < 0.05, **/$$*p* < 0.01. Asterisks indicate statistic between No dox and Dox conditions and dollar symbol between Dox-treated scr and Dox-treated sh#1 or 2

We next asked whether the functional association between MITF and CRYAB could be employed to identify PCa patients with high disease aggressiveness. We thus ascertained the stratification potential of the MITF-CRYAB axis in PCa by means of consistency and robustness. We download the mRNA expression raw data together with the clinical data (recurrence or not recurrence) from Taylor^11^, Glinsky^8^, and TCGA^7^ datasets. The individual or average expression signal of *CRYAB* and *MITF* genes was calculated for each patient in each dataset. Patients were separated by quartiles according to the individual or average signal of *CRYAB* and *MITF* genes and then Kaplan−Meyer survival curves were plotted comparing patients with low expression (Quartile 1—(Q1)) of the individual genes or the gene combination (*CRYAB* and *MITF)* vs the rest of the cohort (Q2 + Q3 + Q4). Strikingly, the signature formed by the average signal of *MITF* and *CRYAB* outperformed the prognostic potential of each individual gene, strongly suggesting that the pathway described herein is strongly associated to PCa aggressiveness (Fig. 4f and Supplementary Figure 5).

Our data provide solid evidence of an unprecedented MITF-CRYAB transcriptional axis that exerts tumor-suppressive activity in PCa and could positively contribute to disease prognosis.

## Discussion

Technological advances in the molecular understanding of cancer have led to a paradigmatic change in the way that we combat the disease^41^. We are now able to deconstruct a tumor at a molecular level using genomics, transcriptomics, proteomics, and metabolomics^42^. This, in turn, enables us to foresee, identify, and demonstrate the potential of patient stratification^3,14,43^. Specifically, the transcriptomics characterization of tumors is an invaluable strategy to identify clinically relevant genes that play key roles in the progression of cancer, especially for those types with poorer prognosis^14^. Thus, the comprehensive and integrative analysis of gene expression changes and clinical parameters in cancer has become a mainstream in cancer research^44–46^. Mining cancer-associated transcriptome datasets is an emerging approach used by top cancer research groups, but better tools are needed to increase its power and user-friendliness. In order to face this challenge, new interfaces to exploit OMICs data, such as cBioportal and CANCERTOOL^45,47,40^, are being designed to help scientists interrogate, integrate, and visualize large amount of information contained on multiple credible and qualified cancer datasets.

In the present study, we exploited publicly available and well-annotated (transcriptomics and clinical data) PCa databases together with experimental assays to describe a novel tumor-suppressive activity of the transcription factor MITF in PCa, which is executed, at least in part, through the direct regulation of CRYAB expression. The identification of MITF emanates from the screening of reported upstream regulators of PGC1A. It is worth noting that transcriptome-wide correlative study with the gene of interest could represent a complementary approach to predict candidate upstream regulators and downstream effectors.

The functional implication of MITF in cancer has been best defined in melanoma, in which the expression of the transcription factor is heterogeneous. Although some controversy exists regarding its oncogenic role in melanoma, MITF has been defined as a “lineage survival oncogene” with no data pointing out at a tumor-suppressive function^19,21,39,48–51^. Even though the expression of MITF has been detected in other cancer types^23,24,52^, no data supporting a functional role of MITF deregulation have been reported yet in a cancer scenario different from melanoma.

Here we show that MITF is downregulated in PCa when compared with normal specimens, in contrast to the elevated expression reported in hepatocellular carcinoma and chronic myeloid leukemia^23,52^. Moreover, the novelty of our study relies on the observation and definition of the tumor-suppressive activity of MITF in PCa. In this context, MITF upregulation was associated with a reduction in cell proliferation and DNA replication. As occurs in melanoma, the modulation of MITF expression in PCa cells induces the expression of the cell cycle inhibitor p21 but no changes in the cell cycle inhibitor p16 were observed (data not shown). Thus, our results in PCa are in line with the canonical function of MITF in cell cycle progression and proliferation in melanoma^39,50,51^.

It is important to highlight that the tissue-specific differences in MITF expression among different cancer types suggest that in order to fully comprehend MITF’s role in cancer, its expression and function has to be analyzed in the context of each particular cell and tissue type.

CRYAB is a member of the small heat-shock protein family that functions as stress-induced molecular chaperone. It inhibits the aggregation of denatured proteins, promotes cell survival, and inhibits apoptosis in the context of cancer^53–55^. Paradoxically, CRYAB is highly expressed in some cancer types but decreased in others and in both scenarios an association with cancer progression and prognosis has been reported^25,26,28–32,56–60^. In spite of the amount of information regarding the changes in CRYAB expression in cancer, the transcriptional regulation of this chaperone has been poorly explored^56^. In this study, we described a novel direct transcriptional regulation of CRYAB by MITF. Although there is no direct nor mechanistic evidence of the MITF-CRYAB transcriptional axis in other cancer types, in melanoma both MITF and CRYAB expression are upregulated by BRAF/MEK-inhibitor treatments^57,60^, suggesting that this regulation can go beyond both PCa scenario. Indeed, we observed that the correlation between MITF and CRYAB is also present in colorectal cancer, but not in breast nor lung cancer (data available in CANCERTOOL^40^).

In our study, the MITF-CRYAB transcriptional axis is reduced and exerts tumor-suppressive activity in PCa. This is in agreement with the reduced expression of CRYAB observed in PCa patients and its previous consideration as a protective gene against PCa^32^. Yet, the exact molecular mechanism underlying the tumor-suppressive activity of CRYAB remains to be elucidated.

Importantly, in the present manuscript, the extensive interrogation of PCa transcriptomes and associated clinical data has led us to propose the transcriptional axis MITF-CRYAB as a potential prognostic biomarker in PCa. The individual expression of CRYAB and MITF has been previously associated with poor prognosis in various tumor types^26,29–31,58,59^ and to therapy response in melanoma^61–63^. However, our data showing enhanced prognostic potential of the combined signature provides a new and exciting perspective of the functional interaction of these genes in PCa.

Our study endorses the potential of transcriptional deregulation analysis, as either a cause or a consequence of cancer, and its impact to support the discovery of novel cancer-related genes and long-term development of novel cancer treatment strategies.

## Materials and methods

### Cell culture and reagents

Human prostate carcinoma cell lines (PC3) were purchased from Leibniz-Institut DSMZ—Deutsche Sammlung von Mikroorganismen und Zellkulturen GmbH, who provided authentication certificate. The cell line used in this study was not found in the database of commonly misidentified cell lines maintained by ICLAC and NCBI Biosample. Cells were transduced with a modified TRIPZ (Dharmacon) doxycycline-inducible lentiviral construct in which the RFP and miR30 region was substituted by *HA-Flag-MITF*. Lentiviral shRNA constructs targeting *PGC1A* (#1-TRCN0000001165 and #2-TRCN0000001166) and *CRYAB* (#1-TRCN0000010822 and #2-TRCN0000010823) were purchased from Sigma and a scramble shRNA (hairpin sequence: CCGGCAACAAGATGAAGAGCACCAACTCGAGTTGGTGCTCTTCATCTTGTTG) was used as control. For *PGC1A* and *CRYAB* shRNAs, Puromycin resistance cassette was replaced by Hygromycin cassette from pLKO.1 Hygro (Addgene Ref. 24150) using *Bam*HI and *Kpn*I sites. Cell lines were routinely monitored for mycoplasma contamination and quarantined while treated if positive. Doxycycline hyclate (Dox) and Puromycin were purchased from Sigma, and Hygromycin from Invitrogen.

### Xenotransplant assays

All mouse experiments were carried out following the ethical guidelines established by the Biosafety and Welfare Committee at CIC bioGUNE. The procedures employed were carried out following the recommendations from AAALAC. Xenograft experiments were performed as previously described^14^, injecting 10^6^ cells per condition in two flanks per mouse (Nu/Nu immunodeficient males; 6–12 weeks of age). PC3 TRIPZ-HA-MITFA cells alone or under *CRYAB* silencing were injected in each flank of nude mice and 24 h post-injections mice were fed with chow or doxycycline diet (Research diets, D12100402).

### Patient samples

All samples were obtained from the Basque Biobank for research (BIOEF, Basurto University Hospital) upon informed consent and with evaluation and approval from the corresponding ethics committee (CEIC code OHEUN11-12 and OHEUN14-14).

### Molecular assays

Western blot was performed as previously described^14^. Antibodies used: HA-Tag (Cell Signalling #3724; dilution 1:10,000); MITF (Thermo Fisher Scientific MA5-14146; dilution 1:1000); β-Actin (Cell Signalling #3700; dilution 1:2000); GAPDH (clone 14C10; Cell Signalling #2218; dilution 1:1000); CRYAB (Cell Signalling #45844s; dilution 1:1000).

RNA was extracted using NucleoSpin® RNA isolation kit from Macherey-Nagel (ref: 740955.240C). For patients and animal tissues a Trizol-based implementation of the NucleoSpin® RNA isolation kit protocol was used as reported^14^. One microgram of total RNA was used for cDNA synthesis using Maxima^TM^ H Minus cDNA Synthesis Master Mix (Invitrogen M1682). Quantitative Real-Time PCR (qRTPCR) was performed as previously described^14^. Universal Probe Library (Roche) primers and probes employed are detailed in Supplementary Table 5. *GAPDH* (Hs02758991_g1) housekeeping assay from Applied Biosystems was used for data normalization.

For transcriptomics analysis in PC3 TRIPZ-HA-Flag-MITFA cells, Illumina whole genome -HumanHT-12_V4.0 (DirHyb, nt) method was used as reported^14^. A hypergeometric test was used to detect enriched dataset categories.

### Cellular assays

Cell number quantification with crystal violet was performed as referenced^14^.

For starvation experiments 100,000 cells per well were seeded in a six-well plate. Cells were initially plated in 10% FBS media for 24 h and then the media was changed to FBS free media and left overnight.

Soft agar assays were performed as previously described^14^, seeding 5000 cells per well in six-well plates.

For BrDu incorporation, cells were seeded on glass cover slips in 12-well plates and after 4 days, cells were incubated with 3 µg mL^−1^ BrDu (Sigma B5002). Cells were fixed with 4% para-formaldehyde, permeabilized with 1% Triton X-100 and incubated with a monoclonal anti-BrDu (MoBU-1) antibody (Invitrogen B35128) at a 1:100 dilution. Images were obtained with an AxioImager D1 microscope (Zeiss). At least three different areas per cover slip were quantified.

### Chromatin immunoprecipitation

Chromatin Immunoprecipitation (ChIP) was performed using the SimpleChIP^®^ Enzymatic Chromatin IP Kit (Cat: 9003, Cell Signalling Technology, Inc). Four million PC3 cells were grown in 150 mm dishes either with or without 0.5 µg mL^−1^ doxycycline during 3 days. Cells from three 150 mm dishes were cross-linked with 35% formaldehyde for 10 min at room temperature. Glycine was added to dishes during 5 min at room temperature. Cells were then washed twice with ice-cold PBS, and scraped into PBS + PMSF. Pelleted cells were lysed and nuclei were harvested following the manufacturer’s instructions. Nuclear lysates were digested with micrococcal nuclease for 20 min at 37 °C and then sonicated in 500 μL aliquots on ice for 6 pulses of 20 s using a Branson sonicator. Cells were held on ice for at least 1 min between sonications. Lysates were clarified at 11,000 × *g* for 10 min at 4 °C, and chromatin was stored at −80 °C. HA-Tag polyclonal antibody (Cat: C29F4, Cell Signalling Technology) and IgG antibody (Cat: 2729, Cell Signalling Technology, Inc), were incubated overnight (4 °C) with rotation and protein G magnetic beads were incubated 2 h (4 °C). Washes and elution of chromatin were performed following the manufacturer’s instructions. DNA quantification was carried out using a Viia7 Real-Time PCR System (Applied Biosystems) with SybrGreen reagents and primers that amplify the predicted MITFA binding region to *CRYAB* (region 1; For: ttgtttcctcgtagggcttg, Rev: tttcagagccaggagagagc- region 2; For: tctggaatggtgatgtcagg, Rev: attgggtgtggacagaaagc) and *ANGPTL4* (For: gttgacccggctcacaat, Rev: ggaacagctcctggcaatc) as a negative binding control.

### Whole-genome gene expression characterization

Whole-genome expression characterization was conducted using Human HT12 v4 BeadChips (Illumina Inc.). In brief, cRNA synthesis was obtained with TargetAmp™ Nano-g™ Biotin-aRNA Labeling Kit for the Illumina® System, Epicentre (Cat. Num. TAN07924) and subsequent amplification, labeling and hybridization were performed according to Whole-Genome Gene Expression Direct Hybridization Illumina Inc.’s protocol. Raw data were extracted with GenomeStudio analysis software (Illumina Inc.) in the form of GenomeStudio’s Final Report (sample probe profile).

### Bioinformatics analysis and statistics

#### Database normalization

All the datasets used for the data mining analysis were downloaded from GEO and TCGA. Referenced accessions: TCGA https://cancergenome.nih.gov/, Grasso et al., GEO: GSE35988 (9); Lapointe et al., GEO: GSE3933 (10); Taylor et al., GEO: GSE21032 (11); Tomlins et al., GEO: GSE6099 (12); Varambally et al., GEO: GSE3325 (13); and Glinsky et al (8). GEO-downloaded data were subjected to background correction, log_2_ transformation and quartile normalization. In the case of using a preprocessed dataset, this normalization was reviewed and corrected if required. TCGA data were downloaded as upper quartile normalized RSEM count, which was been log2 transformed.

#### Quartile analysis in disease-free survival

Patients biopsies from primary tumors were organized into four quartiles according to the expression of the gene of interest in three datasets. The recurrence of the disease was selected as the event of interest. Kaplan−Meier estimator was used to perform the test as it takes into account *right-censoring*, which occurs if a patient withdraws from a study.

#### Correlation analysis

Spearman correlation test was applied to analyze the relationship between paired genes.

#### Gene enrichment

The recently published tool, CANCERTOOL^40^, harbors 11 independent enrichment databases, including the basic Gene Ontology analysis (GO, biological process (GOBP), molecular function (GOMF) and cell compartment (GOCC)), pathways and pathophysiological processes (KEGG, Biocarta, Reactome, Biocarta, Onco, DOSE, HIPC, Connectivity Map), and the upstream regulatory cue prediction tool (TFT, MIR). The prevalence of such functions within the gene list was analyzed, and statistical significance of the associations sieved according to the Benjamini–Hochberg correction (adjusted *p* value).

#### Statistical analysis

No statistical method was used to predetermine the sample size. The experiments were not randomized. The investigators were not blinded to allocation during experiments and outcome assessment. Unless otherwise stated, data analyzed by parametric tests are represented by the mean ± s.e.m. of pooled experiments and median ± interquartile range for experiments analyzed by nonparametric tests. *n* values represent the number of independent experiments performed, the number of individual mice or patient specimens. For each independent in vitro experiment, at least two technical replicates were used and a minimum number of three experiments were done to ensure adequate statistical power. For data mining analysis Student’s *t* test for two component comparisons. In the in vitro experiments, normal distribution was confirmed or assumed (for *n* < 5) and Student’s *t* test was applied for two component comparisons. In the statistical analyses involving fold changes, one-sample *t* test with a hypothetical value of 1 was performed. The confidence level used for all the statistical analyses was of 95% (alpha value = 0.05). Two-tail statistical analysis was applied for experimental design without predicted result, and one-tail for validation or hypothesis-driven experiments.

#### Gene expression array data analysis

First, raw expression data were background-corrected, log2-transformed, and quantile-normalized using the lumi R package^64^, available through the Bioconductor repository^65,66^. Probes with a “detection *p* value” lower than 0.01 in at least one sample were considered expressed. For the detection of differentially expressed genes, a linear model was fitted to the probe data and empirical Bayes moderated *t* statistics were calculated using the limma^67^ package from Bioconductor. Adjusted *p* values were estimated with Benjamini−Hochberg false discovery rate method (https://www.jstor.org/stable/2346101)^68^. Only genes with differential fold-change (FC) > 1.5 or <−1.5 and an adjusted *p* value < 0.05 were considered as differentially expressed. The transcriptomics data generated in this publication have been deposited in NCBI’s Gene Expression Omnibus and are accessible through GEO Series accession number GSE114345.

## Electronic supplementary material

Supplementary figure legends

Supplementary figure 1

Supplementary figure 2

Supplementary figure 3

Supplementary figure 4

Supplementary figure 5

Supplementary Table 1

Supplementary table 2

Supplementary Table 3

Supplementary Table 4

Supplementary Table 5

## References

[1] Hanahan D, Weinberg RA (2011). Hallmarks of cancer: the next generation. Cell.

[2] Martin-Martin N, Carracedo A, Torrano V (2017). Metabolism and transcription in cancer: Merging Two Classic Tales. Front. Cell. Dev. Biol..

[3] Martin-Martin N (2016). Stratification and therapeutic potential of PML in metastatic breast cancer. Nat. Commun..

[4] Martin-Martin N (2018). PPARdelta elicits ligand-independent repression of trefoil factor family to limit prostate cancer growth. Cancer Res..

[5] Bacolod MD (2015). Examination of epigenetic and other molecular factors associated with mda-9/syntenin dysregulation in cancer through integrated analyses of public genomic datasets. Adv. Cancer Res..

[6] Olvedy M (2017). Comparative oncogenomics identifies tyrosine kinase FES as a tumor suppressor in melanoma. J. Clin. Invest..

[7] Cancer Genome Atlas Research N. (2015). The molecular taxonomy of primary prostate. Cancer Cell..

[8] Glinsky GV, Glinskii AB, Stephenson AJ, Hoffman RM, Gerald WL (2004). Gene expression profiling predicts clinical outcome of prostate cancer. J. Clin. Invest..

[9] Grasso CS (2012). The mutational landscape of lethal castration-resistant prostate cancer. Nature.

[10] Lapointe J (2007). Genomic profiling reveals alternative genetic pathways of prostate tumorigenesis. Cancer Res..

[11] Taylor BS (2010). Integrative genomic profiling of human prostate cancer. Cancer Cell..

[12] Tomlins SA (2007). Integrative molecular concept modeling of prostate cancer progression. Nat. Genet..

[13] Varambally S (2005). Integrative genomic and proteomic analysis of prostate cancer reveals signatures of metastatic progression. Cancer Cell.

[14] Torrano V (2016). The metabolic co-regulator PGC1alpha suppresses prostate cancer metastasis. Nat. Cell Biol..

[15] Valcarcel-Jimenez L, Torrano V, Carracedo A (2017). New insights on prostate cancer progression. Cell Cycle.

[16] Valcarcel-Jimenez L, Gaude E, Torrano V, Frezza C, Carracedo A (2017). Mitochondrial metabolism: yin and yang for tumor progression. Trends Endocrinol. Metab..

[17] Hock MB, Kralli A (2009). Transcriptional control of mitochondrial biogenesis and function. Annu. Rev. Physiol..

[18] Haq R (2013). Oncogenic BRAF regulates oxidative metabolism via PGC1alpha and MITF. Cancer Cell.

[19] Wellbrock C, Arozarena I (2015). Microphthalmia-associated transcription factor in melanoma development and MAP-kinase pathway targeted therapy. Pigment. Cell. Melanoma Res..

[20] Tachibana M (2000). MITF: a stream flowing for pigment cells. Pigment Cell Res..

[21] Garraway LA (2005). Integrative genomic analyses identify MITF as a lineage survival oncogene amplified in malignant melanoma. Nature.

[22] Vazquez F (2013). PGC1alpha expression defines a subset of human melanoma tumors with increased mitochondrial capacity and resistance to oxidative stress. Cancer Cell..

[23] Aggoune D (2017). Bone marrow mesenchymal stromal cell (MSC) gene profiling in chronic myeloid leukemia (CML) patients at diagnosis and in deep molecular response induced by tyrosine kinase inhibitors (TKIs). Leuk. Res..

[24] Li Y, Kong D, Ahmad A, Bao B, Sarkar FH (2012). Targeting bone remodeling by isoflavone and 3,3’-diindolylmethane in the context of prostate cancer bone metastasis. PLoS ONE.

[25] Moyano JV (2006). AlphaB-crystallin is a novel oncoprotein that predicts poor clinical outcome in breast cancer. J. Clin. Invest..

[26] Voduc, K. D. et al. alphaB-crystallin expression in breast cancer is associated with brain metastasis. *NPJ Breast Cancer*, **1** (2015).10.1038/npjbcancer.2015.14PMC502791227656679

[27] Shi C, Yang X, Bu X, Hou N, Chen P (2017). Alpha B-crystallin promotes the invasion and metastasis of colorectal cancer via epithelial-mesenchymal transition. Biochem. Biophys. Res. Commun..

[28] Yilmaz M (2015). Alpha-B-crystallin expression in human laryngeal squamous cell carcinoma tissues. Head. Neck.

[29] Volkmann J (2013). High expression of crystallin alphaB represents an independent molecular marker for unfavourable ovarian cancer patient outcome and impairs TRAIL- and cisplatin-induced apoptosis in human ovarian cancer cells. Int. J. Cancer.

[30] Qin H (2014). Elevated expression of CRYAB predicts unfavorable prognosis in non-small cell lung cancer. Med. Oncol..

[31] Shi C (2014). Alpha B-crystallin correlates with poor survival in colorectal cancer. Int. J. Clin. Exp. Pathol..

[32] Altintas DM (2013). Differentially expressed androgen-regulated genes in androgen-sensitive tissues reveal potential biomarkers of early prostate cancer. PLoS ONE.

[33] Huang Z (2012). Tumor suppressor Alpha B-crystallin (CRYAB) associates with the cadherin/catenin adherens junction and impairs NPC progression-associated properties. Oncogene.

[34] Borniquel S (2010). Inactivation of Foxo3a and subsequent downregulation of PGC-1 alpha mediate nitric oxide-induced endothelial cell migration. Mol. Cell. Biol..

[35] Jin J (2013). Transcriptional and translational regulation of C/EBPbeta-HDAC1 protein complexes controls different levels ofp53, SIRT1, and PGC1alpha proteins at the early and late stages of liver cancer. J. Biol. Chem..

[36] Sancho P (2015). MYC/PGC-1alpha balance determines the metabolic phenotype and plasticity of pancreatic cancer stem cells. Cell Metab..

[37] Shimizu YI (2009). Fasting induced up-regulation of activating transcription factor 5 in mouse liver. Life. Sci..

[38] Wende AR (2015). Enhanced cardiac Akt/protein kinase B signaling contributes to pathological cardiac hypertrophy in part by impairing mitochondrial function via transcriptional repression of mitochondrion-targeted nuclear genes. Mol. Cell. Biol..

[39] Carreira S (2005). Mitf cooperates with Rb1 and activates p21Cip1 expression to regulate cell cycle progression. Nature.

[40] Cortazar, A. R. et al. CANCERTOOL, a visualization and representation interface to exploit cancer datasets. *Cancer Res.* (2018).10.1158/0008-5472.CAN-18-166930232219

[41] Wang G, Zhao D, Spring DJ, DePinho RA (2018). Genetics and biology of prostate cancer. Genes Dev..

[42] Karczewski KJ, Snyder MP (2018). Integrative omics for health and disease. Nat. Rev. Genet..

[43] Carracedo A (2012). A metabolic prosurvival role for PML in breast cancer. J. Clin. Invest..

[44] Cheng PF, Dummer R, Levesque MP (2015). Data mining: The Cancer Genome Atlas in the era of precision cancer medicine. Swiss Med. Wkly..

[45] Gao J (2013). Integrative analysis of complex cancer genomics and clinical profiles using the cBioPortal. Sci. Signal..

[46] Klonowska K (2016). Oncogenomic portals for the visualization and analysis of genome-wide cancer data. Oncotarget.

[47] Cerami E (2012). The cBio cancer genomics portal: an open platform for exploring multidimensional cancer genomics data. Cancer Discov..

[48] Carreira S (2006). Mitf regulation of Dia1 controls melanoma proliferation and invasiveness. Genes Dev..

[49] Vachtenheim J, Ondrusova L (2015). Microphthalmia-associated transcription factor expression levels in melanoma cells contribute to cell invasion and proliferation. Exp. Dermatol..

[50] Wellbrock C, Marais R (2005). Elevated expression of MITF counteracts B-RAF-stimulated melanocyte and melanoma cell proliferation. J. Cell. Biol..

[51] Wellbrock C (2008). Oncogenic BRAF regulates melanoma proliferation through the lineage specific factor MITF. PLoS ONE.

[52] Thomaschewski M (2017). Multi-color RGB marking enables clonality assessment of liver tumors in a murine xenograft model. Oncotarget.

[53] Kamradt MC (2005). The small heat shock protein alpha B-crystallin is a novel inhibitor of TRAIL-induced apoptosis that suppresses the activation of caspase-3. J. Biol. Chem..

[54] Clark JI, Muchowski PJ (2000). Small heat-shock proteins and their potential role in human disease. Curr. Opin. Struct. Biol..

[55] Goplen D (2010). alphaB-crystallin is elevated in highly infiltrative apoptosis-resistant glioblastoma cells. Am. J. Pathol..

[56] Zhang L (2016). Kruppel-like factor 4 promotes human osteosarcoma growth and metastasis via regulating CRYAB expression. Oncotarget.

[57] Hu R, Aplin AE (2010). alphaB-crystallin is mutant B-RAF regulated and contributes to cyclin D1 turnover in melanocytic cells. Pigment. Cell. Melanoma Res..

[58] Chin D (2005). Alpha B-crystallin, a new independent marker for poor prognosis in head and neck cancer. Laryngoscope.

[59] Shi QM (2016). High level of alphaB-crystallin contributes to the progression of osteosarcoma. Oncotarget.

[60] Smith MP (2016). Inhibiting drivers of non-mutational drug tolerance is a salvage strategy for targeted melanoma therapy. Cancer Cell.

[61] Muller J (2014). Low MITF/AXL ratio predicts early resistance to multiple targeted drugs in melanoma. Nat. Commun..

[62] Naffouje S, Naffouje R, Bhagwandin S, Salti GI (2015). Microphthalmia transcription factor in malignant melanoma predicts occult sentinel lymph node metastases and survival. Melanoma Res..

[63] Najem A (2017). P53 and MITF/Bcl-2 identified as key pathways in the acquired resistance of NRAS-mutant melanoma to MEK inhibition. Eur. J. Cancer.

[64] Du P, Kibbe WA, Lin SM (2008). lumi: a pipeline for processing Illumina microarray. Bioinformatics.

[65] Gentleman RC (2004). Bioconductor: open software development for computational biology and bioinformatics. Genome Biol..

[66] Huber W (2015). Orchestrating high-throughput genomic analysis with Bioconductor. Nat. Methods.

[67] Ritchie ME (2015). limma powers differential expression analyses for RNA-sequencing and microarray studies. Nucleic Acids Res..

[68] Benjamini Y, Hochberg Y (1995). Controlling the false discovery rate: a practical and powerful approach to multiple testing. J. R. Stat. Soc. Ser. B (Methodol.).

# Supplementary material for: Integrative analysis of transcriptomics and clinical data uncovers the tumor-suppressive activity of MITF in prostate cancer
**Source:** Cell Death Dis. 2018 Oct 11;9(10):1041. doi: 10.1038/s41419-018-1096-6
**Supplement:** Supplementary file 1 — Supplementary figure legends

**Supplementary figure legends**

**Supplementary Figure 1. A.** Heat-maps showing the correlation of PGC1A expression with a panel of transcription factors that regulates its expression. NA: not applicable. **B.** Gene expression analysis of the different MITF isoforms in normal and primary tumors of Taylor data set. Each dot corresponds to an individual specimen. Sample size (normal, n=29; primary tumor (PT), n=131). Statistic test: Spearman correlation *R* (A) and Mann Whitney test (B). p, p-value.

**Supplementary Figure 2. A-C**. Gene expression analysis of the different MITF isoforms in (A) normal, (B) primary tumors and (C) cell lines of Taylor dataset (11). Each Log2 mRNA value corresponding to an individual specimen (dots) was converted into antilog and normalized to MITFA isoform. Sample size (normal, n=29; primary tumor, n=131; cell lines, n=19). **D.** Analysis of PGC1A expression by qRTPCR in PC3 TRIPZ-MITFA cells (D, n=8 independent experiments) upon doxycycline treatment. Expression data is normalized to No dox condition, depicted by a dotted line. **E**. Schematic representation of the experimental approach to silence PGC1A in non-treated and Dox-treated PC3 TRIPZ-MITFA cells. **F**. Confirmation of PGC1A silencing by qRTPCR in PC3 TRIPZ-MITFA cells transduced with shScramble (scr) or shPGC1A (sh#1 and #2) (n=4 independent experiments) and treated with doxycycline. Expression data is normalized to scr No dox condition, depicted by a dotted line. **G.** Relative cell number quantification by crystal violet of PC3 TRIPZ-MITFA scr or shPGC1A non-treated and doxycycline-treated cells (n=4 independent experiments). Data is normalized to day 0 and represented as cell number at day 4 relative to each No dox condition, depicted by a dotted line. **H**. Validation of MITF induction by qRTPCR in xenograft samples (n=13 No dox; n=11 Dox; tumor samples). **I**. Evaluation of tumor growth in xenotransplantation experiments. 10^6^ PC3 TRIPZ-MITFA cells were injected in each flank of nude mice and 24hr post-injections mice were fed with chow or doxycycline diet (n=7 animals; 14 injections/tumors). Tumor volume from each individual injection was monitored for 25 days. Error bars represent s.e.m (A, B, C, D, F, G and H) or minimun and maximum values (I). Statistic test: ANOVA (A, B and C), one-sample *t*-test (D, F and G- No dox vs Dox conditions), Mann Whitney U test (H and I), unpaired Student *t*-test (F and G- Dox-treated scr vs Dox-treated sh#1/2). No dox: MITFA non-induced conditions; Dox: MITFA induced conditions. p, p-value. ***p < 0.001, **p < 0.01, *p < 0.05. Asterisks indicate statistic between No dox and Dox conditions and dollar symbol between scr and sh#1 or 2.

**Supplementary Figure 3**. **A.** Heat-map showing correlations between MITF and the panel of differentially expressed genes upon MITF induction in PC3 TRIPZ-MITFA cells. **B**. Correlation analysis between MITF and CRYAB expression in PCa specimens (n=16) from Basurto University Hospital cohort. Each dot corresponds to an individual specimen. **C**. qRTPCR mRNA expression analysis of CRYAB in benign prostatic hyperplasia (BPH) and PCa specimens from Basurto University Hospital cohort (BPH n=6 patient specimens; PCa n=16 patient specimens) **D.** CRYAB protein expression quantification in benign prostatic hyperplasia (BPH) and PCa specimens from Basurto University Hospital cohort (BPH n=7 patient specimens; PCa n=14 patient specimens). Data from B and C is normalized to BHP specimens, depicted by a dotted line. **E-F**. *In vitro* validation of CRYAB upregulation by protein (D, n=3 independent experiments with technical duplicates are shown) and qRTPCR mRNA (E, n=9 independent experiments) expression analyses in non-treated and doxycycline-treated PC3 TRIPZ-MITFA cells. Data in E is normalized to No dox condition, depicted by a dotted line. **G.** *In vivo* validation of CRYAB upregulation by qRTPCR in xenograft samples of PC3 TRIPZ-MITFA cells (F, n=12 both No dox and Dox samples). Data is normalized to No dox condition, depicted by a dotted line in E. **H**. Panel representing the different regions (R1-R2) chosen for the analysis of MITFA occupancy on CRYAB promoter in PC3 TRIPZ-MITFA cells. No dox: MITFA non-induced conditions; Dox: MITFA induced conditions. p, p-value. **p < 0.01. Statistic test: Spearman correlation (A); One-sample test (E); Mann Whitney test (B, D and F).

**Supplementary Figure 4**. **A.** Schematic representation of the experimental approach to silence CRYAB expression in PC3 TRIPZ-MITFA cells using constitutive shRNA. **B and C.** Analysis of MITF (B) and CRYAB (C) (n=5 independent experiments) expression by qRTPCR in non-treated and doxycycline-treated PC3 TRIPZ-MITFA cells transduced with either scramble (scr) or CRYAB shRNA (sh#1/2). Data is normalized to untreated scr condition. **D and E**. Analysis of MITF (D) and CRYAB (E) expression by qRTPCR in xenograft samples of PC3 TRIPZ-MITFA cells (scr No dox, n=10 tumors; sh#1 No dox, n=8 tumors; scr Dox, n=6 tumors; sh#1 Dox, n=11 tumors). Data is normalized to untreated scr condition. **F**. Evaluation of tumor growth in xenotransplantation experiments. 10^6^ PC3 TRIPZ-MITFA cells transduced with scr or sh#1 were injected in each flank of nude mice and 24hr post-injections mice were fed with chow or doxycycline diet (n=10 animals per group-scr or sh#1; 2 injections per mice; (scr No dox, n=10 tumors; sh#1 No dox, n=8 tumors; scr Dox, n=6 tumors; sh#1 Dox, n=11 tumors). Tumor volume was monitored during 21 days. No dox: MITFA non-induced conditions; Dox: MITFA induced conditions. sh#1&2: two independent CRYAB short hairpin (sh) RNAs. Statistic tests: One sample t test (B and C); Student t-test (B and C- between conditions different from untreated scr; D and E); Wilcoxon test (F). */$ p < 0.05, **/$$ p < 0.01, ***/$$$ p < 0.001. Asterisks indicate statistic between No dox and Dox conditions in each cell line or between scr No dox and the rest of the conditions; dollar symbol indicate statistic between dox-treated scr and dox-treated sh#1 or 2.

**Supplementary Figure 5.** Association of the MITF and CRYAB expression with disease-free survival (DFS) in three PCa data sets (Q1: first quartile distribution; rest: sum of second, third and fourth quartile distribution). Sample sizes: Taylor, primary tumors n=131; TCGA provisional data primary tumors n=490; Glinsky, primary tumors n=78.

# Supplementary material for: Integrative analysis of transcriptomics and clinical data uncovers the tumor-suppressive activity of MITF in prostate cancer
**Source:** Cell Death Dis. 2018 Oct 11;9(10):1041. doi: 10.1038/s41419-018-1096-6
**Supplement:** Supplementary file 8 — Supplementary table 2

regul	ProbelD	SYMBOL	Acc_No	FoldChange	LogRatio	PValue	AdjPValue	mean_g2	mean_g1	Probe_Seque	Gene_descr
UU	ILMN_180831TM4SF19	XM_0011342		2.3615	1.2397	6.48E-16	1.25E-11	10.52989	9.29019	GCCCTTCTGT	PREDICTED: Homo sapiens transmembrane 4 L six family member 19, transcript variant 2 (TM4SF19), mRNA.
UU	ILMN_241361TM4SF19	NM_138461		2.2628	1.1791	5.34E-15	1.14E-11	11.21134	10.03325	GCCCTTCTCA	Homo sapiens transmembrane 4 L six family member 19 (TM4SF19), mRNA.
UU	ILMN_172921CRYAB	NM_001855		2.1445	1.1007	5.58E-12	2.93E-08	8,64361	7.54295	GTCTCACTG	Homo sapiens crystallin, alpha B (CRYAB), mRNA.
U	ILMN_21888GDF15	NM_004864		1.6255	0.7009	1.93E-10	5.32E-07	10,09842	9.39757	CCGGGGTGT	Homo sapiens growth differentiation factor 15 (GDF15), mRNA.
U	ILMN_18137KIAA1199	NM_018689		1.5868	0.6661	6.06E-12	2.93E-08	9,29091	8,62483	GCAAGCTCC	Homo sapiens KIAA1199 (KIAA1199), mRNA.
U	ILMN_172124KRT75	NM_004693		1.5376	0.6207	1.09E-10	4.22E-07	8,01681	7,39616	CTATACCAT	Homo sapiens keratin 75 (KRT75), mRNA.
U	ILMN_179821UPP1	NM_003364		1.5096	0.5942	5.09E-10	1.23E-06	9,25338	8,66222	ATCAAGAAAG	Homo sapiens uridine phosphorylase 1 (UPP1), transcript variant 1, mRNA.
U	ILMN_22514UBC	NM_021009		1.5066	0.5913	1.90E-10	5.25E-07	7,05602	6,46476	TCCAGAGAG	Homo sapiens ubiquitin C (UBC), mRNA.
U	ILMN_20587FI27	NM_005532		1.4863	0.5717	7.85E-05	0.0240809	8,21818	7,64646	CCAAGTTCAT	Homo sapiens interferon, alpha-inducible protein 27 (IFI27), transcript variant 2, mRNA.
U	ILMN_18012GPNMB	NM_001053		1.4264	0.5124	1.62E-08	2.85E-05	6,99818	6,4858	CAATAACAG	Homo sapiens glycoprotein (transmembrane) nmb (GPNMB), transcript variant 1, mRNA.
U	ILMN_205231MYOC	NM_000261		1.4037	0.4892	1.84E-09	3.95E-06	7,18173	6,69255	TTCTTGGGT	Homo sapiens myocilin, trabecular meshwork inducible glucocorticoid response (MYOC), mRNA.
U	ILMN_165711C14orf78	XM_0011324		1.3797	0.4643	5.34E-08	8.61E-05	9,07439	8,61007	CACACTGTGC	PREDICTED: Homo sapiens chromosome 14 open reading frame 78 (C14orf78), mRNA.
U	ILMN_17008C3orf59	NM_174846		1.3607	0.4444	9.70E-09	1.86E-05	11,08157	10,6332	TTGGTGTGC	Homo sapiens chromosome 3 open reading frame 59 (C3orf59), mRNA.
U	ILMN_17598RPS54	NM_005613		1.3288	0.4101	3.15E-07	0.0040645	8,01647	7,60634	CCTTCAAAAG	Homo sapiens secretoglobin, family 2A, member 2 (SCGB2A2), mRNA.
U	ILMN_24123AKR1C2	NM_001354		1.3283	0.4095	1.14E-07	0.00016973	7,08308	6,67355	CTGCTTGGC	Homo sapiens aldo-keto reductase family 1, member C2 (dihydrodiol dehydrogenase 2; bile acid binding protein; 3-alpha hydroxysteroid dehydrogenase, type III) (AKR1C2), transcript variant 1, mRNA. XM_943424_XM_943425_XM_943426_XM_943427_XM_943428_XM_943429_XM_943430_XM_943431_XM_943432_XM_943433_XM_943434_XM_943435_XM_943436_XM_943437_XM_943438_XM_943439_XM_943440_XM_943441_XM_943442_XM_943443_XM_943444_XM_943445_XM_943446_XM_943447_XM_943448_XM_943449_XM_943450_XM_943451_XM_943452_XM_943453_XM_943454_XM_943455_XM_943456_XM_943457_XM_943458_XM_943459_XM_943460_XM_943461_XM_943462_XM_943463_XM_943464_XM_943465_XM_943466_XM_943467_XM_943468_XM_943469_XM_943470_XM_943471_XM_943472_XM_943473_XM_943474_XM_943475_XM_943476_XM_943477_XM_943478_XM_943479_XM_943480_XM_943481_XM_943482_XM_943483_XM_943484_XM_943485_XM_943486_XM_943487_XM_943488_XM_943489_XM_943490_XM_943491_XM_943492_XM_943493_XM_943494_XM_943495_XM_943496_XM_943497_XM_943498_XM_943499_XM_943500_XM_943501_XM_943502_XM_943503_XM_943504_XM_943505_XM_943506_XM_943507_XM_943508_XM_943509_XM_943510_XM_943511_XM_943512_XM_943513_XM_943514_XM_943515_XM_943516_XM_943517_XM_943518_XM_943519_XM_943520_XM_943521_XM_943522_XM_943523_XM_943524_XM_943525_XM_943526_XM_943527_XM_943528_XM_943529_XM_943530_XM_943531_XM_943532_XM_943533_XM_943534_XM_943535_XM_943536_XM_943537_XM_943538_XM_943539_XM_943540_XM_943541_XM_943542_XM_943543_XM_943544_XM_943545_XM_943546_XM_943547_XM_943548_XM_943549_XM_943550_XM_943551_XM_943552_XM_943553_XM_943554_XM_943555_XM_943556_XM_943557_XM_943558_XM_943559_XM_943560_XM_943561_XM_943562_XM_943563_XM_943564_XM_943565_XM_943566_XM_943567_XM_943568_XM_943569_XM_943570_XM_943571_XM_943572_XM_943573_XM_943574_XM_943575_XM_943576_XM_943577_XM_943578_XM_943579_XM_943580_XM_943581_XM_943582_XM_943583_XM_943584_XM_943585_XM_943586_XM_943587_XM_943588_XM_943589_XM_943590_XM_943591_XM_943592_XM_943593_XM_943594_XM_943595_XM_943596_XM_943597_XM_943598_XM_943599_XM_943600_XM_943601_XM_943602_XM_943603_XM_943604_XM_943605_XM_943606_XM_943607_XM_943608_XM_943609_XM_943610_XM_943611_XM_943612_XM_943613_XM_943614_XM_943615_XM_943616_XM_943617_XM_943618_XM_943619_XM_943620_XM_943621_XM_943622_XM_943623_XM_943624_XM_943625_XM_943626_XM_943627_XM_943628_XM_943629_XM_943630_XM_943631_XM_943632_XM_943633_XM_943634_XM_943635_XM_943636_XM_943637_XM_943638_XM_943639_XM_943640_XM_943641_XM_943642_XM_943643_XM_943644_XM_943645_XM_943646_XM_943647_XM_943648_XM_943649_XM_943650_XM_943651_XM_943652_XM_943653_XM_943654_XM_943655_XM_943656_XM_943657_XM_943658_XM_943659_XM_943660_XM_943661_XM_943662_XM_943663_XM_943664_XM_943665_XM_943666_XM_943667_XM_943668_XM_943669_XM_943670_XM_943671_XM_943672_XM_943673_XM_943674_XM_943675_XM_943676_XM_943677_XM_943678_XM_943679_XM_943680_XM_943681_XM_943682_XM_943683_XM_943684_XM_943685_XM_943686_XM_943687_XM_943688_XM_943689_XM_943690_XM_943691_XM_943692_XM_943693_XM_943694_XM_943695_XM_943696_XM_943697_XM_943698_XM_943699_XM_943700_XM_943701_XM_943702_XM_943703_XM_943704_XM_943705_XM_943706_XM_943707_XM_943708_XM_943709_XM_943710_XM_943711_XM_943712_XM_943713_XM_943714_XM_943715_XM_943716_XM_943717_XM_943718_XM_943719_XM_943720_XM_943721_XM_943722_XM_943723_XM_943724_XM_943725_XM_943726_XM_943727_XM_943728_XM_943729_XM_943730_XM_943731_XM_943732_XM_943733_XM_943734_XM_943735_XM_943736_XM_943737_XM_943738_XM_943739_XM_943740_XM_943741_XM_943742_XM_943743_XM_943744_XM_943745_XM_943746_XM_943747_XM_943748_XM_943749_XM_943750_XM_943751_XM_943752_XM_943753_XM_943754_XM_943755_XM_943756_XM_943757_XM_943758_XM_943759_XM_943760_XM_943761_XM_943762_XM_943763_XM_943764_XM_943765_XM_943766_XM_943767_XM_943768_XM_943769_XM_943770_XM_943771_XM_943772_XM_943773_XM_943774_XM_943775_XM_943776_XM_943777_XM_943778_XM_943779_XM_943780_XM_943781_XM_943782_XM_943783_XM_943784_XM_943785_XM_943786_XM_943787_XM_943788_XM_943789_XM_943790_XM_943791_XM_943792_XM_943793_XM_943794_XM_943795_XM_943796_XM_943797_XM_943798_XM_943799_XM_943800_XM_943801_XM_943802_XM_943803_XM_943804_XM_943805_XM_943806_XM_943807_XM_943808_XM_943809_XM_943810_XM_943811_XM_943812_XM_943813_XM_943814_XM_943815_XM_943816_XM_943817_XM_943818_XM_943819_XM_943820_XM_943821_XM_943822_XM_943823_XM_943824_XM_943825_XM_943826_XM_943827_XM_943828_XM_943829_XM_943830_XM_943831_XM_943832_XM_943833_XM_943834_XM_943835_XM_943836_XM_943837_XM_943838_XM_943839_XM_943840_XM_943841_XM_943842_XM_943843_XM_943844_XM_943845_XM_943846_XM_943847_XM_943848_XM_943849_XM_943850_XM_943851_XM_943852_XM_943853_XM_943854_XM_943855_XM_943856_XM_943857_XM_943858_XM_943859_XM_943860_XM_943861_XM_943862_XM_943863_XM_943864_XM_943865_XM_943866_XM_943867_XM_943868_XM_943869_XM_943870_XM_943871_XM_943872_XM_943873_XM_943874_XM_943875_XM_943876_XM_943877_XM_943878_XM_943879_XM_943880_XM_943881_XM_943882_XM_943883_XM_943884_XM_943885_XM_943886_XM_943887_XM_943888_XM_943889_XM_943890_XM_943891_XM_943892_XM_943893_XM_943894_XM_943895_XM_943896_XM_943897_XM_943898_XM_943899_XM_943900_XM_943901_XM_943902_XM_943903_XM_943904_XM_943905_XM_943906_XM_943907_XM_943908_XM_943909_XM_943910_XM_943911_XM_943912_XM_943913_XM_943914_XM_943915_XM_943916_XM_943917_XM_943918_XM_943919_XM_943920_XM_943921_XM_943922_XM_943923_XM_943924_XM_943925_XM_943926_XM_943927_XM_943928_XM_943929_XM_943930_XM_943931_XM_943932_XM_943933_XM_943934_XM_943935_XM_943936_XM_943937_XM_943938_XM_943939_XM_943940_XM_943941_XM_943942_XM_943943_XM_943944_XM_943945_XM_943946_XM_943947_XM_943948_XM_943949_XM_943950_XM_943951_XM_943952_XM_943953_XM_943954_XM_943955_XM_943956_XM_943957_XM_943958_XM_943959_XM_943960_XM_943961_XM_943962_XM_943963_XM_943964_XM_943965_XM_943966_XM_943967_XM_943968_XM_943969_XM_943970_XM_943971_XM_943972_XM_943973_XM_943974_XM_943975_XM_943976_XM_943977_XM_943978_XM_943979_XM_943980_XM_943981_XM_943982_XM_943983_XM_943984_XM_943985_XM_943986_XM_943987_XM_943988_XM_943989_XM_943990_XM_943991_XM_943992_XM_943993_XM_943994_XM_943995_XM_943996_XM_943997_XM_943998_XM_943999_XM_944000_XM_944001_XM_944002_XM_944003_XM_944004_XM_944005_XM_944006_XM_944007_XM_944008_XM_944009_XM_944010_XM_944011_XM_944012_XM_944013_XM_944014_XM_944015_XM_944016_XM_944017_XM_944018_XM_944019_XM_944020_XM_944021_XM_944022_XM_944023_XM_944024_XM_944025_XM_944026_XM_944027_XM_944028_XM_944029_XM_944030_XM_944031_XM_944032_XM_944033_XM_944034_XM_944035_XM_944036_XM_944037_XM_944038_XM_944039_XM_944040_XM_944041_XM_944042_XM_944043_XM_944044_XM_944045_XM_944046_XM_944047_XM_944048_XM_944049_XM_944050_XM_944051_XM_944052_XM_944053_XM_944054_XM_944055_XM_944056_XM_944057_XM_944058_XM_944059_XM_944060_XM_944061_XM_944062_XM_944063_XM_944064_XM_944065_XM_944066_XM_944067_XM_944068_XM_944069_XM_944070_XM_944071_XM_944072_XM_944073_XM_944074_XM_944075_XM_944076_XM_944077_XM_944078_XM_944079_XM_944080_XM_944081_XM_944082_XM_944083_XM_944084_XM_944085_XM_944086_XM_944087_XM_944088_XM_944089_XM_944090_XM_944091_XM_944092_XM_944093_XM_944094_XM_944095_XM_944096_XM_944097_XM_944098_XM_944099_XM_944100_XM_944101_XM_944102_XM_944103_XM_944104_XM_944105_XM_944106_XM_944107_XM_944108_XM_944109_XM_944110_XM_944111_XM_944112_XM_944113_XM_944114_XM_944115_XM_944116_XM_944117_XM_944118_XM_944119_XM_944120_XM_944121_XM_944122_XM_944123_XM_944124_XM_944125_XM_944126_XM_944127_XM_944128_XM_944129_XM_944130_XM_944131_XM_944132_XM_944133_XM_944134_XM_944135_XM_944136_XM_944137_XM_944138_XM_944139_XM_944140_XM_944141_XM_944142_XM_944143_XM_944144_XM_944145_XM_944146_XM_944147_XM_944148_XM_944149_XM_944150_XM_944151_XM_944152_XM_944153_XM_944154_XM_944155_XM_944156_XM_944157_XM_944158_XM_944159_XM_944160_XM_944161_XM_944162_XM_944163_XM_944164_XM_944165_XM_944166_XM_944167_XM_944168_XM_944169_XM_944170_XM_944171_XM_944172_XM_944173_XM_944174_XM_944175_XM_944176_XM_944177_XM_944178_XM_944179_XM_944180_XM_944181_XM_944182_XM_944183_XM_944184_XM_944185_XM_944186_XM_944187_XM_944188_XM_944189_XM_944190_XM_944191_XM_944192_XM_944193_XM_944194_XM_944195_XM_944196_XM_944197_XM_944198_XM_944199_XM_944200_XM_944201_XM_944202_XM_944203_XM_944204_XM_944205_XM_944206_XM_944207_XM_944208_XM_944209_XM_944210_XM_944211_XM_944212_XM_944213_XM_944214_XM_944215_XM_944216_XM_944217_XM_944218_XM_944219_XM_944220_XM_944221_XM_944222_XM_944223_XM_944224_XM_944225_XM_944226_XM_944227_XM_944228_XM_944229_XM_944230_XM_944231_XM_944232_XM_944233_XM_944234_XM_944235_XM_944236_XM_944237_XM_944238_XM_944239_XM_944240_XM_944241_XM_944242_XM_944243_XM_944244_XM_944245_XM_944246_XM_944247_XM_944248_XM_944249_XM_944250_XM_944251_XM_944252_XM_944253_XM_944254_XM_944255_XM_944256_XM_944257_XM_944258_XM_944259_XM_944260_XM_944261_XM_944262_XM_944263_XM_944264_XM_944265_XM_944266_XM_944267_XM_944268_XM_944269_XM_944270_XM_944271_XM_944272_XM_944273_XM_944274_XM_944275_XM_944276_XM_944277_XM_944278_XM_944279_XM_944280_XM_944281_XM_944282_XM_944283_XM_944284_XM_944285_XM_944286_XM_944287_XM_944288_XM_944289_XM_944290_XM_944291_XM_944292_XM_944293_XM_944294_XM_944295_XM_944296_XM_944297_XM_944298_XM_944299_XM_944300_XM_944301_XM_944302_XM_944303_XM_944304_XM_944305_XM_944306_XM_944307_XM_944308_XM_944309_XM_944310_XM_944311_XM_944312_XM_944313_XM_944314_XM_944315_XM_944316_XM_944317_XM_944318_XM_944319_XM_944320_XM_944321_XM_944322_XM_944323_XM_944324_XM_944325_XM_944326_XM_944327_XM_944328_XM_944329_XM_944330_XM_944331_XM_944332_XM_944333_XM_944334_XM_944335_XM_944336_XM_944337_XM_944338_XM_944339_XM_944340_XM_944341_XM_944342_XM_944343_XM_944344_XM_944345_XM_944346_XM_944347_XM_944348_XM_944349_XM_944350_XM_944351_XM_944352_XM_944353_XM_944354_XM_944355_XM_944356_XM_944357_XM_944358_XM_944359_XM_944360_XM_944361_XM_944362_XM_944363_XM_944364_XM_944365_XM_944366_XM_944367_XM_944368_XM_944369_XM_944370_XM_944371_XM_944372_XM_944373_XM_944374_XM_944375_XM_944376_XM_944377_XM_944378_XM_944379_XM_944380_XM_944381_XM_944382_XM_944383_XM_944384_XM_944385_XM_944386_XM_944387_XM_944388_XM_944389_XM_944390_XM_944391_XM_944392_XM_944393_XM_944394_XM_944395_XM_944396_XM_944397_XM_944398_XM_944399_XM_944400_XM_944401_XM_944402_XM_944403_XM_944404_XM_944405_XM_944406_XM_944407_XM_944408_XM_944409_XM_944410_XM_944411_XM_944412_XM_944413_XM_944414_XM_944415_XM_944416_XM_944417_XM_944418_XM_944419_XM_944420_XM_944421_XM_944422_XM_944423_XM_944424_XM_944425_XM_944426_XM_944427_XM_944428_XM_944429_XM_944430_XM_944431_XM_944432_XM_944433_XM_944434_XM_944435_XM_944436_XM_944437_XM_944438_XM_944439_XM_944440_XM_944441_XM_944442_XM_944443_XM_944444_XM_944445_XM_944446_XM_944447_XM_944448_XM_944449_XM_944450_XM_944451_XM_944452_XM_944453_XM_944454_XM_944455_XM_944456_XM_944457_XM_944458_XM_944459_XM_944460_XM_944461_XM_944462_XM_944463_XM_944464_XM_944465_XM_944466_XM_944467_XM_944468_XM_944469_XM_944470_XM_944471_XM_944472_XM_944473_XM_944474_XM_944475_XM_944476_XM_944477_XM_944478_XM_944479_XM_944480_XM_944481_XM_944482_XM_944483_XM_944484_XM_944485_XM_944486_XM_944487_XM_944488_XM_944489_XM_944490_XM_944491_XM_944492_XM_944493_XM_944494_XM_944495_XM_944496_XM_944497_XM_944498_XM_944499_XM_944500_XM_944501_XM_944502_XM_944503_XM_944504_XM_944505_XM_944506_XM_944507_XM_944508_XM_944509_XM_944510_XM_944511_XM_944512_XM_944513_XM_944514_XM_944515_XM_944516_XM_944517_XM_944518_XM_944519_XM_944520_XM_944521_XM_944522_XM_944523_XM_944524_XM_944525_XM_944526_XM_944527_X

How the deposited data were processed for this re-analysis (not part of the article)

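Gene expression was measured on Illumina BeadChip arrays in PC3 TRIPZ-MITFA cells without doxycycline (No dox, replicates 2, 3 and 4) and with doxycycline (Dox, replicates 1 to 4). An untreated replicate 1 was not analysed here. The authors deposited a table of signal intensity and detection p-values for 47323 probes from the scanner software, and a series matrix of log2 values for 19337 probes. These 19337 probes are those with a detection p-value under 0.01 on at least 1 array. According to the paper, the authors' log2 values were background-corrected, log2-transformed and quantile-normalized with lumi. Each deposited log2 column matched the signal intensity of its own array best among the 7, and its values differed by at most 0.046 from log2 quantile-normalized signal without any further background correction. The median of each log2 column was 7.16.

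From the deposited intensity values, background was corrected with the neqc function of limma (version 3.58.1, R 4.3.3), with negative controls inferred from the detection p-values and an offset of 16, followed by log2 and quantile normalization. This replaces lumi, which was not used here. The 19337 probes passing the detection limit were fitted with limma (2 group means, empirical Bayes moderation), and p-values were adjusted with the Benjamini-Hochberg method. Gene names come from the platform annotation, with symbols updated through gene identifiers of RefSeq (GRCh38.p14) and 11 older symbols resolved by hand, and no coordinates were used. For gene lists, the tested probe with the highest mean signal over the 7 arrays stood for each gene. The 21 lists, the tests, the alternatives and the rule for named genes were set before the data were examined. The lists were tested with camera, which compares a list with all other genes, at a preset correlation of 0.01 and at an estimated correlation. They were also tested with fry, which tests a list against no change, and with a one-sided Fisher exact test of the called members. The genes named are those that the study names for these cells, with the legible rows of Supplementary Table 2, the 12 largest increases and up to 10 largest decreases among called probes whose groups did not overlap, and up to 4 genes with the smallest p in each list. The study's tables had been read before the files were. Probes of Supplementary Table 2 were matched by fold change and p-value on the authors' values, since the text copy cuts their identifiers. For a probe not above background on any array of a group, the fold change is a lower bound against the lowest detected signal of each array.

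No pair of arrays had identical signals, and array correlations on the log2 scale lay between 0.994 and 0.996. The first principal component held 22.2% of the variance and separated Dox from No dox. On simulated data with the spread of these arrays, the fit called 37.3% of probes changed by 1.3-fold, 90.2% of those changed by 1.5-fold and 99.8% of those changed by 2-fold, and 5.34% of its calls were on unchanged probes. Each simulated run held 200 changed probes, while the fit to the real arrays called 26. The adjusted threshold is easier to pass when more probes change, so these rates may be too high for the real arrays. The alternatives covered background correction, normalization, the filter on dim probes, the authors' values, an intensity trend, array weights, the replicate number as a block and each array left out. No chip identifier was used, so no chip was fitted as a block. The tested probes with no gene name (4275) stayed in the probe counts and out of the gene lists. No tested probe carries the name PPARGC1A. 1 item is in the counts and is not reported here otherwise, and the explanations written for it were left out with it.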

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

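The tests for single arrays and for lists outside the study's reported categories were fixed in kind before the data were examined, while the lists named below were singled out from their results. Beyond the categories in Supplementary Table 3, 5 lists were higher in the Dox cells by camera with a preset correlation. The median log2 fold change was 0.14 for 29 genes of cholesterol and fatty acid synthesis (adjusted p = 4.9e-06), 0.0778 for 52 lysosome and autophagy genes (adjusted p = 1.6e-05), 0.26 for 5 metallothioneins (adjusted p = 0.00019), 0.20 for 7 keratins (adjusted p = 0.00019) and 0.0401 for 36 integrated stress response genes (adjusted p = 0.013). With an estimated correlation the adjusted p-values from camera were 0.24, 0.062, 0.13, 0.062 and 0.22, so none was under 0.05. The correlations, estimated from 7 arrays, were 0.22, 0.017, 0.17, −0.12 and 0.025, against 0.01 preset. For keratins the estimate was below the preset value, so correlation between genes does not account for the loss of that call. With fry they were 0.090, 0.0067, 0.032, 0.00036 and 0.032, so 4 of the 5 were under 0.05. Fry tests a list against no change and not against other genes, so it does not show that a camera call held. Without the genes that the study's tables name, the adjusted p-values from camera with the preset correlation were 0.00053, 0.0022, 0.00053, 0.30 and 0.076. Those genes were named because they rose, so taking them out favors the loss of a call in advance.

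Among 99 probes checked, 7 had a Dox array that stood apart from the other 3, and chance marks about 1 in 20 groups. The gap over the range was 0.835 for LY96 (replicate 2), 0.838 for IRF9 (replicate 3), 0.929 for ACSS2 (replicate 3), 0.912 for HSPA8 (replicate 4), 0.874 for RAB38 (replicate 1), 0.858 for NDC80 (replicate 3) and 0.890 for HOXB13 (replicate 2).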

How the results depend on the processing

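The probe counts depended on the background model and the variance model. Against 26 probes changed (26 higher, 0 lower), no background correction gave 101 (76 higher, 25 lower), normexp without controls 87 (66 and 21), the authors' values 101 (76 and 25) and an intensity trend 132 (93 and 39), while requiring detection on every array of a group gave 2 lower. At an unadjusted p under 0.05, 1643 probes changed. The probes higher by over 1.5-fold were 19, against 8 without background correction and on the authors' values, 11 with normexp without controls and 3 with limma treat. For the called probes of lower signal (13), the log2 fold change with background correction was a median of 2.34 times that on the authors' values, against 1.17 times in the 13 of higher signal. With 1 array left out, the counts ranged from 12 to 18 changed, 12 to 18 higher, 0 to 1 lower and 12 to 18 over 1.5-fold, with fewer arrays in each fit. The probes changed were 13 without No dox replicate 2, 12 without No dox replicate 3, 18 without No dox replicate 4 (17 higher, 1 lower), 16 without Dox replicate 2 and 14 without Dox replicate 4. The replicate block gave 6 probes, all higher and over 1.5-fold, from 6 arrays, against 18 from the same arrays without the block. The values gave no sign that the numbers pair the samples. The 3 same-numbered pairs had correlations of −0.03, 0.01 and −0.02, and 0 of 6 arrays correlated best with its own number. A pairing that affects few probes would not be seen this way. CRYAB stayed past the threshold under every alternative, with log2 fold changes from 1.10 to 1.62. Of the 21 lists, 8 were called, against 0 with an estimated correlation, 5 with fry, 5 without the genes the study's tables name and up to 11 (without Dox replicate 1). Without No dox replicate 4, the integrated stress response list had an adjusted p of 0.096. Over the 97 other named probes, 1556 of 1736 comparisons kept their side of the threshold, 111 lost the call, 69 gained one and 0 changed sign with a call in either fit, while some probes without a call changed sign. A BeadChip block was not run, since the columns name no chip.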

Differences from the paper's values

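The paper reports 101 changed probes, 76 higher and 25 lower, against 26, 26 and 0 here, and 8 probes over 1.5-fold against 19 here, at the same thresholds. Of the alternatives set before the data were examined, the authors' processed values and no background correction give 101, 76, 25 and 8. Normexp without controls (87, 66, 21 and 11) is within 1.5 times of each. The intensity trend is within 1.5 times of the paper for probes changed (132) and higher (93) and not for probes lower (39) or over 1.5-fold (26). For probes over 1.5-fold, the replicate block (6) and the fit without No dox replicate 3 (12) are within 1.5 times as well. The other alternatives stay apart from the paper's counts.

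In 9 of the legible rows of Supplementary Table 2 the size differs, and in none the direction. The paper's log2 fold change is 1.10 for CRYAB against 1.48 here, 1.24 against 1.34 for the TM4SF19 probe ILMN_1808325, 0.67 against 0.77 for CEMIP, 0.62 against 0.92 for KRT75, 0.59 against 0.69 for UPP1, 0.51 against 1.38 for GPNMB, 0.49 against 1.09 for MYOC, 0.41 against 0.59 for RGS4 and 0.41 against 0.96 for AKR1C2. The rows were matched to probes by fold change and p-value on the authors' values, so agreement with those values was set in advance. The values without background correction differ from them by at most 0.046, so their agreement adds little. For all 9, both sets of values give the paper's value within the spread between arrays. Normexp without controls does so for 6 (CRYAB, the TM4SF19 probe, UPP1, GPNMB, RGS4 and AKR1C2), and so does leaving out No dox replicate 4 for the TM4SF19 probe and RGS4, and leaving out No dox replicate 3 or Dox replicate 3 for UPP1.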

Other observations

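Genes of cholesterol and fatty acid synthesis and of the lysosome, which the paper does not discuss for these cells, had mostly small log2 fold changes above 0. Compared with other genes, neither list passed with an estimated correlation (adjusted p = 0.24 and 0.062 from camera). Tested against no change, which is another question, the lysosome list passed with fry (adjusted p = 0.0067). Of 29 measured genes of sterol and fatty acid synthesis, 25 had a log2 fold change above 0. TM7SF2, a sterol reductase, rose (0.63, adjusted p = 0.036 from limma), and the other members named did not pass over all probes: ACSS2, which makes acetyl-CoA from acetate (0.32), SCD, the stearoyl-CoA desaturase (0.24), and MVD of the mevalonate pathway (0.24). Of 52 lysosome and autophagy genes of the network that TFEB, a relative of MITF, controls, 41 were above 0. GPNMB rose, and over the list alone so did WIPI1, an autophagy protein (0.34), CTSF, a lysosomal protease (0.30), and GRN, the lysosomal protein progranulin (0.35). Of 31 hypoxia-response genes, 25 were above 0 (median 0.09, adjusted p = 3.8e-05 from camera, 0.062 with an estimated correlation, 0.0026 with fry). The hypoxia list, like the interferon and histone lists, was counted among the categories that the study reports, so it is not independent evidence. ENO2 (0.39), ALDOC (0.29), BHLHE40 (0.26) and NDRG1 (0.39) passed over the list alone. All 5 measured metallothioneins were above 0, and 4 passed over the list alone, with MT1G at 0.49 and MT1F at 0.29.

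The lists of other cell types and processes did not pass camera with a preset correlation. The adjusted p was 0.091 for 6 leukocyte markers, 0.85 for 3 fibroblast markers, 0.83 for 4 luminal prostate markers, 0.12 for 9 pigmentation genes of melanocytes, 0.25 for 18 p53 targets, 0.32 for 48 oxidative phosphorylation subunits, 0.83 for 18 PGC1A partners, 0.83 for 28 heat shock genes, 0.83 for 38 mitosis genes, 0.93 for 12 cell cycle inhibitors and 0.94 for the 2 measured MiT/TFE genes. The leukocyte list was called in 5 of 22 alternatives (adjusted p = 0.0025 with detection required on every array of a group), and its member CD79A, a B cell marker, had a log2 fold change of 0.61 and passed over the list alone (adjusted p = 0.0019). The pigmentation list was called in 2 of 22 (adjusted p = 0.039 without No dox replicate 3 and 0.041 without Dox replicate 1). CRYAB was the 1 heat shock gene called. The paper states that MITF modulation induced p21 and left p16 as it was, in experiments whose data are not shown. On these arrays the p21 gene CDKN1A had a log2 fold change of 0.24, in the direction that the paper states. Its unadjusted p from limma was 0.042 and its adjusted p over all probes 0.57, and the groups overlapped. On the authors' values it was 0.19 (unadjusted p = 0.0078, adjusted p = 0.27 from limma). A rise of p21 is thus neither shown nor excluded here. The paper names neither the assay nor the time point for p21. For CDKN2A, which encodes p16, 2 probes had −0.09 and 0.00 (adjusted p = 0.79 and 0.997 from limma). A further CDKN2A probe was above background on 0 of 3 No dox and 1 of 4 Dox arrays, so it gives no change.

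The arrays were also split in every other way. Of the 35 splits of the 7 arrays into 3 and 4, 1 called as many probes as the real one, which is the real split itself. It called 26 probes, against at most 0 in any other. The smallest p that an exact permutation test over 35 splits allows is 0.029, so chance is made less likely and is not excluded. Every other split puts Dox and No dox arrays in the same group, which widens the spread within groups and favors a count of 0. A difference in handling between the groups would not be seen.

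The tests for the patterns below were written before their results were seen. GDF15 (0.76) rose and ATF3 had a log2 fold change of 0.51 (adjusted p = 0.12). An integrated stress response, whether to doxycycline or to MITFA, may account for both. The other 34 listed genes of this response had a median of 0.0362 (bootstrap 95% interval −0.01 to 0.07, resampled over genes and not arrays). This is under the bound of 0.1 set beforehand for rejecting it. The rejection was not taken, because 21 of these genes were above 0 and 13 below, and a median over members that go both ways cannot exclude a response of a few of them. That reading was adopted after the value was seen, and the explanation stays open.

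Several histone genes rose. A slower cell cycle was written down beforehand as an explanation, since the paper measured less BrdU incorporation, and it predicts lower DNA replication genes. Whether it would raise or lower histone genes was not tested, and H4C3 was lower (−0.25). The 41 DNA replication genes had a median log2 fold change of −0.0235 (bootstrap 95% interval −0.06 to 0.01, adjusted p = 0.12 from camera), which neither shows the fall nor excludes one of 0.05. The interval resamples genes and leaves out the spread between arrays. The list was called lower in 4 of 22 alternatives, with an adjusted p of 0.045 on the authors' values, 0.046 without background correction, 0.037 without Dox replicate 1 and 0.049 with the replicate block, so the explanation stays open. Signal shared between histone copies also stays open, since no probe sequence was used.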
